# Multiple distinct small RNAs originate from the same microRNA precursors

**DOI:** 10.1186/gb-2010-11-8-r81

**Published:** 2010-08-09

**Authors:** Weixiong Zhang, Shang Gao, Xuefeng Zhou, Jing Xia, Padmanabhan Chellappan, Xiang Zhou, Xiaoming Zhang, Hailing Jin

## Abstract

**Background:**

MicroRNAs (miRNAs), which originate from precursor transcripts with stem-loop structures, are essential gene expression regulators in eukaryotes.

**Results:**

We report 19 miRNA precursors in *Arabidopsis *that can yield multiple distinct miRNA-like RNAs in addition to miRNAs and miRNA*s. These miRNA precursor-derived miRNA-like RNAs are often arranged in phase and form duplexes with an approximately two-nucleotide 3'-end overhang. Their production depends on the same biogenesis pathway as their sibling miRNAs and does not require RNA-dependent RNA polymerases or RNA polymerase IV. These miRNA-like RNAs are methylated, and many of them are associated with Argonaute proteins. Some of the miRNA-like RNAs are differentially expressed in response to bacterial challenges, and some are more abundant than the cognate miRNAs. Computational and expression analyses demonstrate that some of these miRNA-like RNAs are potentially functional and they target protein-coding genes for silencing. The function of some of these miRNA-like RNAs was further supported by their target cleavage products from the published small RNA degradome data. Our systematic examination of public small-RNA deep sequencing data from four additional plant species (*Oryza sativa*, *Physcomitrella patens*, *Medicago truncatula *and *Populus trichocarpa*) and four animals (*Homo sapiens*, *Mus musculus*, *Caenorhabditis elegans *and *Drosophila*) shows that such miRNA-like RNAs exist broadly in eukaryotes.

**Conclusions:**

We demonstrate that multiple miRNAs could derive from miRNA precursors by sequential processing of Dicer or Dicer-like proteins. Our results suggest that the pool of miRNAs is larger than was previously recognized, and miRNA-mediated gene regulation may be broader and more complex than previously thought.

## Background

MicroRNAs (miRNAs) are small regulatory RNAs that play a fundamental role in gene expression regulation in eukaryotes through mRNA cleavage, RNA degradation, translation inhibition, or DNA methylation [1-7]. miRNAs belong to a large repertoire of regulatory small RNAs, which also includes small interfering RNAs (siRNAs) [8-11]. Most miRNA genes (*MIR*) are transcribed by RNA polymerase II (Pol II) [12,13]. The resulting single-stranded miRNA precursors fold into stem-loop structures that can be recognized by RNase III-type enzymes, Drosha (as in animals) and Dicer or Dicer-like proteins (DCLs; as in plants), that sequentially cleave the precursors to liberate miRNA-miRNA* duplexes from the hairpins (miRNA* is a small RNA on the opposite arm of the miRNA in the hairpin with partial complementarity to the miRNA) [3,6,14]. The mature miRNAs are subsequently incorporated into Argonaute (AGO) family proteins, and then they target mRNAs through perfect or partially complementary base pairing [15]. miRNAs are normally more abundant than miRNA*s [3,6,14], but there are cases when miRNA* sequences are more abundant and can interact with AGO proteins to exert their function [16]; when the abundances of miRNAs and miRNA*s are comparable, they are called miR-5p and miR-3p, depending on their positions relative to the 5'-end of the sequences [17,18]. *Arabidopsis *contains four Dicer-like proteins, DCL1 to DCL4. The biogenesis of *Arabidopsis *miRNAs depends mainly on DCL1, with that of a few relying on DCL4 [8,19]. *Arabidopsis *miRNAs are stabilized through 3'-end methylation by the RNA methyltransferase HEN1, which protects them from uridylation and subsequent RNA degradation [20,21].

In contrast to miRNAs, siRNAs are derived from double-stranded RNA molecules and have multiple sources of origin [6,8]. Four classes of siRNAs have been found in plants. The first class includes natural antisense transcript (nat)-siRNA which is derived from *cis*-natural antisense transcripts, the so-called nat-siRNAs. They are often induced by abiotic and biotic stresses, are generated by DCL1 and/or DCL2, and are often dependent on RNA-dependent RNA polymerase (RDR) 6 and Pol IV [22-25]. The second class comprises endogenous *trans*-acting siRNAs (tasiRNAs), which are encoded by *TAS *genes [8]. miRNA-mediated cleavage of a *TAS *transcript serves as a template for RDR6 to synthesize a double-stranded RNA, which is subsequently cleaved into approximately 21-nucleotide phased tasiRNAs by DCL4. The third class of siRNAs comprises the heterochromatic siRNAs (hc-siRNAs) [10]. hc-siRNAs normally arise from transposon and repeat regions of the genome, and often silence mobile and repeat elements via DNA methylation and chromatin modification. The formation of hc-siRNAs requires DCL3, RDR2 and Pol IV. The fourth class comprises long siRNAs (lsiRNAs), which are 30 to 40 nucleotides in length [26]. The biogenesis of lsiRNAs requires DCL1 and is also partially dependent on RDR and Pol IV. Therefore, an effective way to distinguish miRNAs from various siRNAs is to examine the major distinctive components of their biogenesis. For example, the biogenesis of miRNAs does not require RDRs or Pol IV.

A structural property of miRNAs is that their precursors form foldback hairpin structures. One miRNA-miRNA* duplex is typically expected to arise from a miRNA precursor [3,14,27]. Nevertheless, some early work also observed additional small RNAs beyond miRNAs and miRNA*s, but such small RNAs were normally considered to be byproducts of Dicer activities and have never been systematically investigated [19,28-32]. Recent studies in animals identified miRNA-offset RNAs (moRNAs) in a chordate [33], human [34], and a herpesvirus [35], but the biogenesis and possible functions of these small RNAs remain to be determined. In a deep-sequencing-based study of small RNAs from bacterial-challenged *Arabidopsis thaliana*, we identified a substantial number of sequencing reads that can map perfectly onto many miRNA precursors even though they do not correspond to the mature miRNA or miRNA* sequences. Most of these small RNAs form pairing partners similar to miRNA-miRNA* duplexes with a two-nucleotide 3'-end overhang and are arranged in phasing. Moreover, we found that they depend on the same biogenesis pathway as the known miRNAs. Furthermore, multiple lines of evidence suggest that some of these miRNA-like RNAs are authentic miRNAs. First, some of them are differentially expressed upon bacterial challenges, and some are more abundant than their sibling miRNAs. Second, many of these miRNA-like RNAs can be associated with AGO proteins. Third, some of them have predicted protein-coding targets with similar functions, and several of their target cleavage products are present when performing parallel analysis of RNA ends (PARE) or in degradome data [36-38]. Fourth, expression analysis using Dicer mutants further supports that some of these miRNA-like RNAs silence their predicted target genes. Moreover, our systematic genome-wide survey of publically available small-RNA deep sequencing data shows that such miRNA-like RNAs broadly exist in plants (*Oryza sativa*, *Physcomitrella patens*, *Medicago truncatula *and *Populus trichocarpa*) and animals (*Homo sapiens*, *Mus musculus*, *Caenorhabditis elegans *and *Drosophila melanogaster*).

## Results

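Small RNAs were sequenced from leaves of Arabidopsis Col-0 that had been infiltrated with 10 mM MgCl2 (mock) or with 3 strains of the bacterium Pseudomonas syringae pv. tomato (Pst) DC3000. The strain hrcC lacks a working type III secretion system, EV is virulent and carries an empty vector, and avrRpt2 is recognised by Col-0 plants. Leaves were collected at 6 and 14 hours post-inoculation (hpi), and the 13 libraries fall into 8 conditions. Mock at 6 hpi, mock at 14 hpi, hrcC at 14 hpi and avrRpt2 at 14 hpi have 2 libraries each, and avrRpt2 at 14 hpi also has a library labelled technical replicate 3. The replicate that it repeats is not given in the sources used here. The 4 remaining conditions (hrcC, EV and avrRpt2 at 6 hpi, and EV at 14 hpi) have 1 library each, so a difference that rests on them has no replicate check of its own.

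For each library the authors deposited the distinct sequences left after the 3' adaptor was removed, each with its raw read count. The counts are not normalized, and the sequences were not filtered on a match to the genome. The adaptor-trimming tool and its length limits are not given in the sources used here. The paper states that reads under 17 nt were left out of its further analysis. Reads span 17 to 25 nt in 8 libraries (every replicate 1 and the 4 single-library conditions) and 17 to 28 nt in the other 5 (every replicate 2 and technical replicate 3). The labels give 18 to 26 nt as the size of the excised RNA, whereas the paper's methods give 18 to 28 nt. The labels give plants 4 weeks old grown at 23°C, and the paper's methods give 4 to 5 weeks and 22°C.

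The mock libraries held 1400774 and 1848122 reads at 6 hpi, and 1303775 and 1208207 reads at 14 hpi. The hrcC libraries held 581975 reads at 6 hpi, and 1177306 and 1014611 at 14 hpi. The EV libraries held 539488 reads at 6 hpi and 731090 at 14 hpi. The avrRpt2 libraries held 1095693 reads at 6 hpi (also the median of the 13), then 1322155, 972455 and, in technical replicate 3, 704956 at 14 hpi. Reads were matched without mismatch to the nuclear, chloroplast and mitochondrial sequences of TAIR10.1, which left 359257 to 1304912 reads per library, with a median of 701192. The TAIR release that the authors used is not given in the sources used here, and the cDNA sequences that the paper also searched were not used here.

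Each small RNA of Table 1 was counted by the block rule of the paper's methods. A read counted when it matched the precursor exactly and lay within the representative sequence or at most 3 nt beyond either end. A read that matches several precursors was counted on each of them. The hairpins of 18 precursors were taken from Additional file 2 and that of MIR169b from the reference annotation. Sums are over all 13 libraries, as in Table 1, while values per library leave out technical replicate 3. Values per library are given as RPM of all reads of the library, unless genome-matching reads are named. Exact Clopper-Pearson intervals at 95%, and the 3 reads that a count of 0 allows, cover counting error only.

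A principal component analysis used the log2 RPM of 240 miRNA features in 12 libraries. The first component held 47.7% of the variance and separated the libraries by their longest read. The 4 libraries with reads up to 28 nt lay between 13.5 and 20.8 on it, and the 8 with reads up to 25 nt between -19.7 and -0.107. The replicates of each condition differ in this limit, so the spread within conditions contains it. Annotated miRNA hairpins took 2.96% to 5.04% of the reads in the 4 libraries, and 7.53% to 21.9% in the 8. The first component thus does not tell the limit from the miRNA share of a library.

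**Figure D1:**
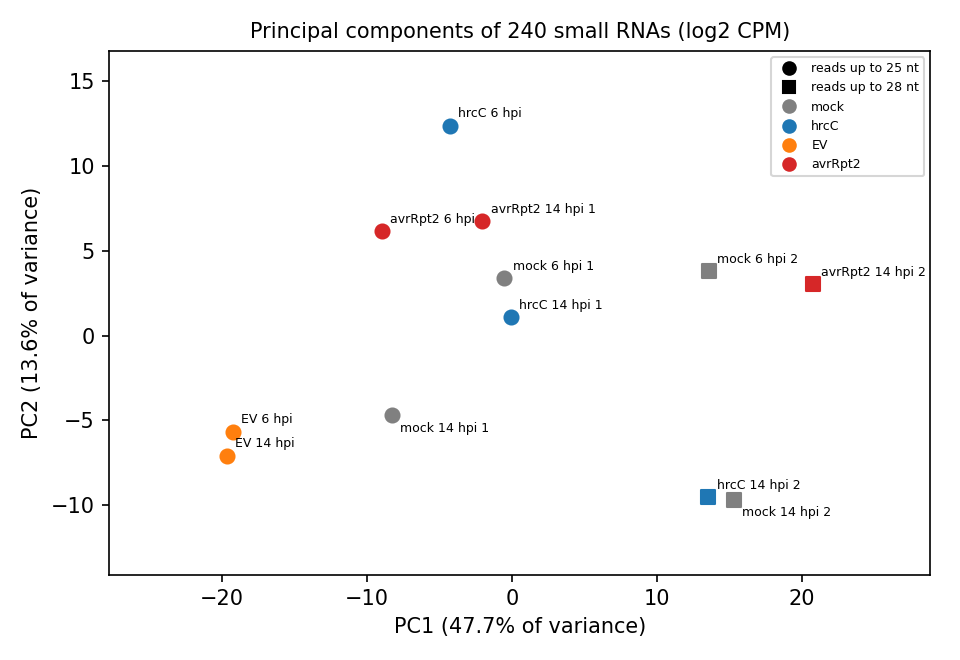
First and second principal components of the log2 RPM of miRNA features, 1 point per library, marked by the longest read in the library. Libraries with reads up to 28 nt lie at 13.5 or higher on the first component, and the others at -0.107 or lower.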

To study the role of small RNAs in response to bacterial challenge, we prepared 13 small-RNA libraries from *Arabidopsis *infected with various *Pseudomonas syringae *pv. *tomato *(*Pst*) DC3000 strains and sequenced them using the Illumina SBS deep-sequencing platform. Sequencing data were collected at 6 and 14 hours post-inoculation (hpi) with 10 mM MgCl_2 _(mock), a type III secretion system mutated strain of *Pst *DC3000 *hrcC*, a virulent strain of *Pst *DC3000 carrying an empty vector (EV), and an avirulent strain of *Pst *DC3000 (*avrRpt2*). *Pst *DC3000 (*avrRpt2*) induces a hypersensitive response (HR) in *Arabidopsis *Col-0 that carries the cognate resistance gene *RPS2 *and leads to cell death symptoms (the hypersensitive response), usually at 15 to 16 hpi. Our samples were collected at 14 hpi, right before the hypersensitive response could be visualized. 

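The 13 deposited files hold 13900607 reads of 3695213 distinct sequences. Of these, 9080026 reads (65.3%) and 1179795 distinct sequences matched TAIR10.1 without mismatch. Distinct matching sequences counted per condition and added over the 8 conditions, as in Table S1 of the paper, numbered 1824754. The share of matching reads ranged from 51.6% to 78.1% between libraries. Reads inside annotated tRNA genes made up 4.38% to 17.8% of a library, and reads inside rRNA genes 5.85% to 20.2%. The highest tRNA share was that of avrRpt2 14 hpi replicate 1. Annotated miRNA hairpins took 2.96% to 21.9% of the reads, reads of 21 nt 11.9% to 28.8%, and reads of 24 nt 6.49% to 20.0%.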

From a total of more than 24.6 million sequencing reads from all libraries, 13,985,938 reads perfectly matched the *Arabidopsis *genome and cDNAs, among which 2,578,531 were unique. After excluding reads shorter than 17-nucleotide and any that matched tRNAs, rRNAs, small nuclear RNAs (snRNAs), or small nucleolar RNAs (snoRNAs), the remaining reads were kept for further analysis. 

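The annotation of TAIR10.1 lists 326 miRNA hairpins with 349 distinct mature sequences, a longer list than the miRBase release of the paper. In the 13 libraries together, 286 hairpins had at least 1 exactly matching read, 250 had at least 5, and 40 had none. A read identical to an annotated mature sequence was found for 229 hairpins and for 235 of the mature sequences. A hairpin that shares its mature sequence with another one counts as detected through the same reads.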

We detected the expression of 191 of the 207 *Arabidopsis *miRNAs listed in miRBase. The 13 libraries of sequencing reads have been deposited in the NCBI Gene Expression Omnibus (GEO) database [GEO:GSE19694] and a summary of the sequencing data is given in Table S1 in Additional file 1.

### Multiple distinct miRNA-like RNAs arise from a single miRNA precursor

A key observation from our sequencing data is that multiple unique small-RNA reads could be generated from the same miRNA precursor. Specifically, we found a substantial number of reads that originated from the double-stranded stem regions of many miRNA precursors and yet are not themselves the mature miRNA or miRNA* sequences. In some cases, the number of these small-RNA reads is comparable to or even greater than the number of reads mapped to the mature miRNA or miRNA* sequences. Furthermore, using a set of stringent criteria (see Materials and methods), we observed that many sequencing reads that map to a miRNA precursor were arranged in phase, in which unique small-RNA reads followed one another in tandem or sometimes were separated by a gap of 21 to 22 nucleotides along the precursor [39]. 

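On MIR447a (AT4G03445, chromosome 4, 1528134 to 1528370 on the minus strand of TAIR10.1), the cognate miR447a.1 had 84 reads. The miRNA-like RNAs miR447a.2-5p, miR447a.2-3p and miR447a.3 had 91, 39 and 42 reads. The reads of miR447a.1, miR447a.2-3p and miR447a.3 also match MIR447b, so they cannot be assigned to either hairpin. On MIR822 (AT5G03552, chromosome 5, 897020 to 897356 on the minus strand), miR822.1 had 3934 reads and its partner strand miR822.1* had 608. The miRNA-like RNAs miR822.3, miR822.2 and miR822.3* from the same hairpin had 1474, 309 and 98 reads, so that miR822.3 lay between miR822.1 and miR822.1*. A protein-coding gene, AT5G03553, overlaps MIR822 on the other strand.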

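The register was examined on the 7 precursors of Figures 1 to 4 (MIR159a, MIR169m, MIR319a, MIR319b, MIR447a, MIR822 and MIR839). The paper's methods kept precursors whose read blocks lie in phase, so the shares and p values below describe selected hairpins and do not test for phase in miRNA hairpins at large. On each arm that carries a miRNA or miRNA* of Table 1, the 5' ends of reads outside it were measured from its start. The 5' arms of MIR319a and MIR447a carry neither and were left out. Of 12 arms, 11 had such reads and gave 87 start positions, of which 23 (26.4%) lay within 1 nt of a multiple of 21 nt. Rotating the register of each arm at random gave 14.3% on average, and a share as high in few draws (one-sided rotation test by permutation of the register, 100000 draws, p = 0.0026). Start positions were the units of the test, and they are not independent replicates. Of the alternatives, a register of 22 nt gave the lowest p, with 31 start positions (35.6%) in register (permutation p = 1e-05, the smallest that the draws can give). With no tolerance, 7 start positions (8.05%) were in register against 4.76% on average, which did not pass 0.05 (one-sided permutation p = 0.0907).

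By reads, 1366 of 2457 reads outside the miRNA and miRNA* blocks on the arms examined (55.6%) were in register. The share differed between hairpins. It was 72 of 77 reads (93.5%) on the 3' arm of MIR447a and 1253 of 1972 (63.5%) on MIR822, the hairpin with the most such reads. The 5' arm of MIR447a, with the 91 reads of miR447a.2-5p, is not included. On MIR319b it was 3 of 337 (0.89%), because the start of miR319b.2 lies 44 nt before that of miR319b.1 and so falls outside the 1-nt tolerance.

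**Figure D2:**
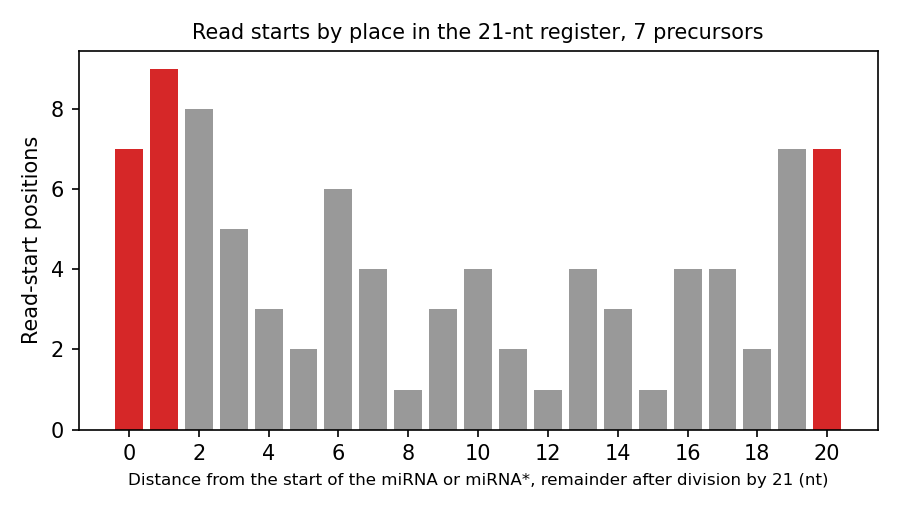
Number of start positions by the remainder of their distance from the miRNA or miRNA* start after division by 21 nt, over 11 arms of 7 precursors. The remainders 0, 1 and 20 hold 7, 9 and 7 of the 87 start positions.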

Figures 1, 2, 3, and 4 show this type of phasing pattern on the precursors of miR159a, miR169 m, miR319a/b, miR447, miR822 and miR839. It is important to note that more than one such miRNA-like RNA may appear in a fold-back structure. In total, using a minimum of 5 sequencing reads as a cutoff, we identified 35 miRNA-like RNAs from 19 miRNA precursors in 10 *Arabidopsis *miRNA families, including both evolutionarily conserved and young non-conserved miRNAs (Table 1). 

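Of the 35 miRNA-like RNAs of Table 1, 32 from 18 precursors reached 5 reads in the deposited libraries. They comprise 27 distinct sequences, because some precursors of a family carry the same one. The 3 others were miR159a.3 with 1 read, miR319a.2 with 4 and miR822.2* with 1. The minimum moved the number most: 21 reached 10 reads. Reads identical to the representative sequence alone reached 5 for 24 of the 35, and reads up to 1 nt beyond either end for 30.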

The sequences of the 35 newly identified small RNAs were also blasted against the *Pst *DC3000 genome, and no homologue with > 30% identity was found for any of them. This result means that at least 9.1% (19 of 207) of the known *Arabidopsis *miRNA precursors can produce this type of small RNA. Table 1 lists these miRNA precursors and the corresponding miRNA-like RNAs identified in our small RNA sequence libraries. 

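Table 1 lists 7 miRNA-like RNAs of MIR822, and together they had 1904 reads. Besides miR822.3, miR822.2 and miR822.3*, miR822.4-5p and miR822.4-3p had 8 reads each and miR822.5 had 6. A total of 6 of the 7 had more than 5 reads. The 5' arm gave miR822.2*, miR822.3*, miR822.4-5p and miR822.5, and the 3' arm gave miR822.4-3p, miR822.3 and miR822.2.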

As shown in the table, one precursor (that is, pre-miR822) can generate as many as ten distinct miRNA-like RNAs (with seven having more than five reads) from both sides of the stem-loop structure (Figure 3a). Additional file 2 displays the alignment of sequencing reads to these precursors, and Table 1 includes the numbers of sequencing reads of these miRNA-like RNAs.

**Figure 1:**
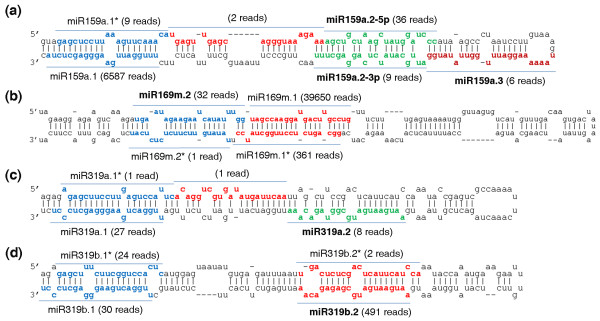
**Four miRNA precursors that can generate multiple miRNA-like RNAs**. **(a-d)**. Three miRNA precursors with miRNA-like RNAs in the upper arms close to the loops of their hairpins (a, c, d), and a miRNA precursor with miRNA-like RNAs in the lower arm of its hairpin (b). Note that miRNA-miRNA* duplexes for miRNA-like RNAs, with approximately two-nucleotide 3'-end overhangs, appear on the miR159, miR169m and miR319b precursors. The previously annotated miRNAs were named as miR*n*.1 (see main text for detail) and those miRNA-like RNAs having less than four reads were not named. For clarity, miR169m.2* and miR319b.2* are also indicated though the numbers of reads mapped to them were below the cutoff threshold of 5.

**Figure 2:**
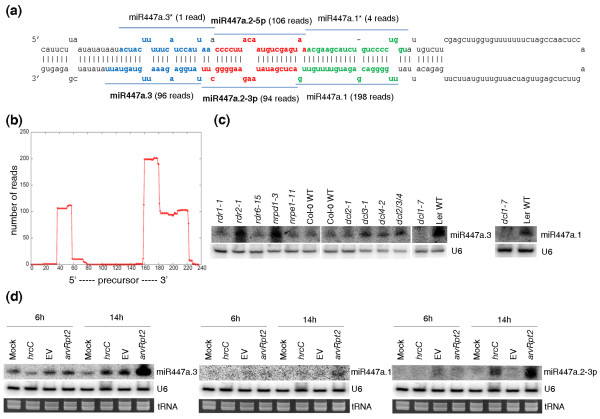
**miRNA-like RNAs from the miR447a precursor**. **(a) **The precursor fold-back structure and sequencing reads mapped to miR447a.1 (that is, miR447a) and the individual miRNA-like RNAs. For clarity, miR447a.3* and miR447a.1* are indicated though the numbers of reads mapped to them were below the cutoff threshold of 5. **(b) **Distribution of sequencing reads along the precursor. **(c) **Expression of miR447a.1 and miR447a.3 in various *Arabidopsis *mutants of small RNA pathways. **(d) **Expression of miR447a.3, miR447a.1, and miR447a.2-3p under the challenge of three *Pst *strains (*hrcC*, *avrRpt2 *and EV) and in a mock control at 6 and 14 hpi.

**Figure 3:**
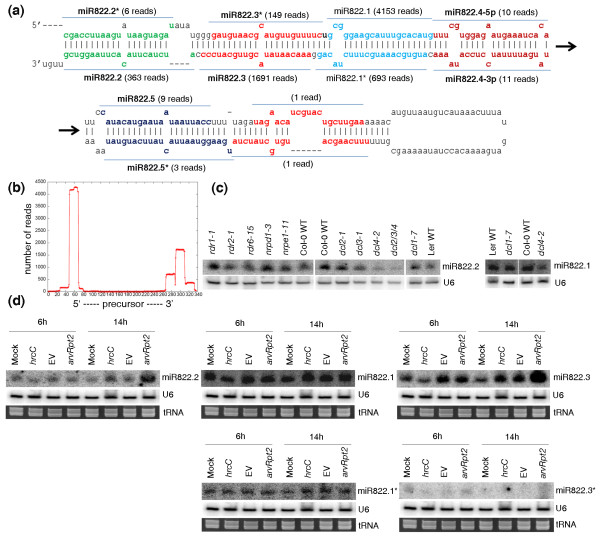
**miRNA-like RNAs from the miR822 precursor**. **(a) **The precursor fold-back structure and sequencing reads mapped to miR822.1 (that is, miR822) and individual miRNA-like RNAs. **(b) **Distribution of sequencing reads along the precursor. For clarity, miR822.5* is indicated though the number of reads mapped to it is below the cutoff threshold of 5. **(c) **Expression of miR822.1 and miR822.2 in various *Arabidopsis *mutants of small RNA pathways. **(d) **Expression of miR822.2, miR822.1, miR822.3, miR822.1* and miR822.3* under the challenge of three *Pst *strains (*hrcC*, *avrRpt2 *and EV) and in a mock control at 6 and 14 hpi.

**Figure 4:**
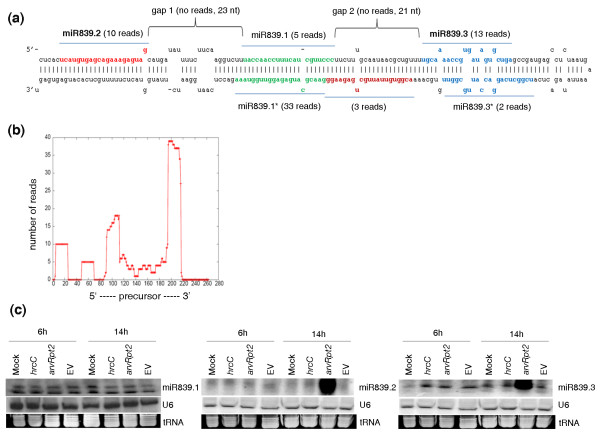
**miRNA-like RNAs from the miR839 precursor**. **(a) **The precursor fold-back structure and sequencing reads corresponding to the individual miRNA-like RNAs miR839.1 (that is, miR839) and miR839.1* (that is, miR839*). Note that miR839.1*, miR839.2 and miR839.3 have more sequencing reads than miR839.1. For clarity, miR839.3* was is though the number of reads mapped to it is below the cutoff threshold of 5. **(b) **Distribution of sequencing reads along the precursor. **(c) **Expression of miR839.1, miR839.2 and miR839.3 under the challenge of three *Pst *strains (hrcC, *avrRpt2 *and EV) and in a mock control at 6 and 14 hpi.

**Table 1:** Nineteen *Arabidopsis *miRNA precursors from 10 miRNA families generate a total of 35 miRNA-sibling RNAs

*MIR*	Loci	miRNA ID	miRNA sequence	Reads	AGO	PARE
*miR159a*	+	miR159a.1*	GAGCTCCTTAAAGTTCAAACA	9		
		**miR159a.2-5p**	**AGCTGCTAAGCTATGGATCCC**	36	2,7	
		**miR159a.3**	**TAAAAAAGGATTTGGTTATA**	6		
		**miR159a.2-3p**	**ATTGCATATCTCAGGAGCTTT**	9	1,2,7	At5g24620
		miR159a.1*	TTTGGATTGAAGGGAGCTCTA	6,587		
*miR519b*	+	**miR159b.2**	**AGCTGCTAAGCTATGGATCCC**	36	7	
		miR159b.2*	**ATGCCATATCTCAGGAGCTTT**	14	1,2,7	
		miR159b.1	TTTGGATTGAAGGGAGCTC *	2481		
*miR168a*	+	miR168a.1	TCGCTTGGTGCAGGTCGGGAA	266,020		
		**miR168a.2**	**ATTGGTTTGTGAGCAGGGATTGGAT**	10	2	
		miR168a.1*	CCCGCCTTGCATCAACTGAAT	1,497		
*miR169b*	-	**miR169b.2**	**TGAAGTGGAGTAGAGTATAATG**	7		At4g17420
		miR169b.1	CAGCCAAGGATGACTTGCCGG	4,444		
		miR169b.1*	GGCAAGTTGTCCTTCGGCTACA	8		
*miR169f*	-	**miR169f.2**	**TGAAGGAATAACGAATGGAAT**	108	1	
		miR169f.1	TGAGCCAAGGATGACTTGCCG	5,779		
		miR169f.1*	GCAAGTTGACCTTGGCTCTGC	2,505		
*miR169i*	-	**miR169i.2-5p**	**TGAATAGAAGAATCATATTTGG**	32		
		miR169i.1	TAGCCAAGGATGACTTGCCTG	44,477		
		miR169i.1*	GGCAGTCTCCTTGGCTATC	360		
		**miR169i.2-3p**	**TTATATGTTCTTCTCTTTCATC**	9		At5g02710
*miR169j*	-	miR169j.1	TAGCCAAGGATGACTTGCCTG	44,458		
		miR169j.1*	AATCTTGCGGGTTAGGTTTCA	9		
		**miR169j.2**	**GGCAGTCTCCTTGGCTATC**	224	4	At5g48300
*miR169l*	-	miR169l.1	TAGCCAAGGATGACTTGCCTG	44,392		
		miR169l.1*	AATCTTGCGGGTTAGGTTTCA	9		
		**miR169l.2**	**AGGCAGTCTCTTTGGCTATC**	366		
*miR169m*	-	**miR169m.2**	**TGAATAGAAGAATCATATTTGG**	32		
		miR169m.1	TAGCCAAGGATGACTTGCCTG	39,650		
		miR169m.1*	GGCAGTCTCCTTGGCTATC	361		
*miR169n*	-	miR169n.2*	**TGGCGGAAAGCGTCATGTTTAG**	10	4	
		miR169n.1	TAGCCAAGGATGACTTGCCTG	44,458		
		miR169n.1*	AATCTTGCGGGTTAGGTTTCA	9		
		**miR169n.2**	**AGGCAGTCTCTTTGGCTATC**	366		
*miR319a*	+	**miR319a.2**	**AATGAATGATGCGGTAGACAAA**	8	1,2,4,5	
		miR319a.1	TTGGACTGAAGGGAGCTCCCT	27		
*miR319b*	+	miR319b.1*	GAGCTTTCTTCGGTCCACTC	28		
		**miR319b.2**	**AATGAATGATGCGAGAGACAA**	491	1,2	
		miR319b.1	TTGGACTGAAGGGAGCTCCCT	30		
*miR447a*	-	**miR447a.2-5p**	**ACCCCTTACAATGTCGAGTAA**	106	2,4,5	
		miR447a.1	TTGGGGACGAGATGTTTTGTTG	198		
		**miR447a.2-3p**	**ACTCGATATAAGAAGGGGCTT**	94	1,2,4,5,7	
		**miR447a.3**	**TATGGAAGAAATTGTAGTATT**	96	1,2,4,5,7	
*miR447b*	-	miR447b.1*	AGTAAACGAAGCATCTGTCCCC	8		
		miR447b.1	TTGGGGACGAGATGTTTTGTTG	198		
		**miR447b.2**	**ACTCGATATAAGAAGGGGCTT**	94	2,5,7	
		**miR447b.3**	**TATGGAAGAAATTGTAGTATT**	96	2,4,7	
*miR775*	+	miR775.1*	GCACTACGTGACATTGAAAC	8		
		**miR775.2**	**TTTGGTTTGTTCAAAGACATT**	10	5	
		miR775.1	TTCGATGTCTAGCAGTGCCA	3,136		
*miR822*	+/-	miR822.2*	**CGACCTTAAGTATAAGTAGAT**	6		
		miR822.3*	**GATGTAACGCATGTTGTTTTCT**	149	2,4,7	
		miR822.1	TGCGGGAAGCATTTGCACATGT	4,153		
		**miR822.4-5p**	**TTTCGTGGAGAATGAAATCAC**	10	1,4	At1g62030, At2g04680
		**miR822.5**	**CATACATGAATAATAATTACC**	9	1,5	
		**miR822.4-3p**	**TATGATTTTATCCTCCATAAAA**	11	5	
		miR822.1*	ATGTGCAAATGCTTTCTACAG	693		
		**miR822.3**	**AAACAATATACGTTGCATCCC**	1,691	1,2,4,7	
		**miR822.2**	**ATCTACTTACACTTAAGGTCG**	363	1,2,4,5	
*miR839*	+/-	**miR839.2**	**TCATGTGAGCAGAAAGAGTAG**	10	1	
		miR839.1	TACCAACCTTTCATCGTTCCC	5		
		**miR839.3**	**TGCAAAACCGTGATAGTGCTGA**	13	1,2,4,7	At1g65960
		miR839.1*	GAACGCATGAGAGGTTGGTAAA	33		
*miR841*	-	**miR841.2**	**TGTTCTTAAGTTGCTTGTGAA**	8	1	
		miR841.1	TACGAGCCACTTGAAACTGAA	59		
		miR841.1*	ATTTCTAGTGGGTCGTATTCA	3,904		
*miR846*	+	miR846.1*	CATTCAAGGACTTCTATTCAG	59		
		**miR846.2**	**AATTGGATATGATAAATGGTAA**	34		
		miR846.2*	**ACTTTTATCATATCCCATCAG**	18		
		miR846.1	TTGAATTGAAGTGCTTGAATT	37		

Nineteen *Arabidopsis *miRNA precursors (the MIR column) from 10 miRNA families generate a total of 35 miRNA-sibling RNAs (the miRNA ID and miRNA sequence columns). For a particular precursor, the positions of newly identified miRNA-like RNAs relative to the cognate miRNA are indicated in the 'Position' column, where a plus sign (+) means that miRNA-sibling small RNAs (msRNAs) are in the upper arm of the hairpin close to the loop, a minus sign (-) indicates that they reside in the lower portion near the base of the hairpin, and '+/-' means that multiple msRNAs appear on both sides of the sibling miRNA, which is also included here. The cognate (known) miRNAs are named as miR*n*.1 (see the main text). The Argonaute proteins that a miRNA-like RNA can associate with are listed in the 'AGO' column. The 'PARE' column lists the mRNA genes for which a miRNA-like RNA has a corresponding small RNA target product in the three PARE/degradome datasets considered.

In the rest of this section, we provide a slew of genomic and molecular evidence to show that many of these miRNA-like RNAs are authentic and functional miRNAs. Following miRNA nomenclature [17,18], we name these miRNA-like RNAs miR*n*.*k*, where integer *n *specifies a particular miRNA family and precursor (for example, 159a for miR159a) and integer *k *denotes a specific miRNA or miRNA-like RNA. To minimize possible confusion, we reserve miR*n*.1 for the known miRNA, and name the newly identified miRNA-like RNAs as miR*n*.2, miR*n*.3, and so on, starting from the 5'-end of the miRNA precursor. Following the notation for miRNA*, the miRNA-like RNA opposite another miRNA-like RNA (miR*n.k*), but with a lower abundance than the latter, is labeled as miRn.k*. However, if the abundances of miR*n.k *and miRn.k* are comparable, they are named as miR*n.k*-5p and miR*n.k*-3p, depending on their relative positions [17,18]. For example, the three miRNA-like RNAs on the miR159a precursor that passed our selection criteria are labeled as miR159a.2-5p, miR159a.3 and miR159a.2-3p, respectively, starting from the 5'-end of the precursor (Figure 1a).

### The identified miRNA-like RNAs are generated by the miRNA biogenesis pathway

The newly identified miRNA-like RNAs and the known miRNAs share several common characteristics. First, an individual miRNA-like RNA often has a pairing partner on the opposite arm of the precursor fold-back structure, which is analogous to the pairing partnership of miRNA and miRNA*. More critically, such pairing partners typically have an approximately two-nucleotide 3'-end overhang, which reflects RNase III activities [39]. For example, miR159a.2-5p is paired with miR159a.2-3p with a two-nucleotide 3'-end overhang (Figure 1a). 

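In Table 1, 25 pairs of small RNAs lie on opposite arms of the same hairpin and are named as partners. With the structures of Additional file 2, and that of RNAfold for MIR169b, 16 of these pairs had a 3' overhang of 1 to 3 nt at both ends. They comprise 6 of 9 pairs of miRNA-like RNAs and 10 of 16 pairs of a miRNA with its miRNA*. Single ends met the criterion in 32 of 50 cases. An overhang of exactly 2 nt at both ends was found for 12 pairs, among them miR159a.2-5p with miR159a.2-3p, miR159b.2 with miR159b.2*, miR447a.2-5p with miR447a.2-3p and miR846.2 with miR846.2*. The criterion of 1 to 3 nt was met at neither end by the other 9 pairs. In 4 of these the strands so named do not face each other: miR169j.1, miR169l.1 and miR169n.1 with their miRNA*, and miR169n.2 with miR169n.2*. The other failing pairs of miRNA-like RNAs were miR822.4-5p with miR822.4-3p and miR822.2 with miR822.2*. The number of pairs stayed at 16 with the most abundant deposited read in place of each representative sequence, and with the minimum free energy structure of RNAfold for every precursor.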

Similar examples can be found in the other miRNA precursor structures shown in Figures 1, 2, 3, and 4.

Second and more importantly, these miRNA-like RNAs are generated by the same biogenesis pathway as the cognate miRNAs. We experimentally studied some of the miRNA-like RNAs on miR447a and miR822 precursors using various mutants of small RNA pathway components. As shown in Figure 2c, the accumulation of both miR447a (which was renamed as miR447a.1) and miR447a.3 depended on DCL1. The biogenesis of both mature miR822 (that is, miR822.1) and miR822.2 depended on DCL4 (Figure 3c), which is consistent with previously published results [19]. Therefore, miR447a.3 and miR822.2 were generated by the same Dicer-like proteins as their cognate miRNAs. tasiRNAs are endogenous phased siRNAs generated by RDR6 and DCL4 [40]. miR447a.3 and miR822.2 did not require RDR (Figures 2c and 3c), which ruled out the possibility that these phased miRNA-like RNAs might be tasiRNAs. Furthermore, to determine whether these miRNA-like RNAs could be hc-siRNAs, we examined their accumulation in mutants of RDR2, DCL3 and the largest subunits of Pol IV (NRPD1) and Pol V (NRPE1), which are required for hc-siRNA formation and function [8,10,11,15]. As shown in Figures 2c and 3c, the production of miR447a.3 and miR822.2 did not need any RDR proteins, Pol IV, Pol V or DCL3. Therefore, these small RNAs were generated through the miRNA pathway by sequential DCL cleavages on the long hairpin stem regions; they are surely not siRNAs.

Third, we examined the effect of HEN1 on these miRNA-like RNAs. In plants, small RNAs, including miRNAs, siRNAs and lsiRNAs, are methylated at their 3'-ends by HEN1 [21,26]. Methylation stabilizes the small RNAs and distinguishes them from RNA degradation products. The accumulation of miR447a.3 and miR822.2 was dependent on HEN1 (Figure 5), indicating that these small RNAs were methylated. Collectively, these results show that these miRNA-like RNAs are produced by the same miRNA pathway as their cognate known miRNAs.

**Figure 5:**
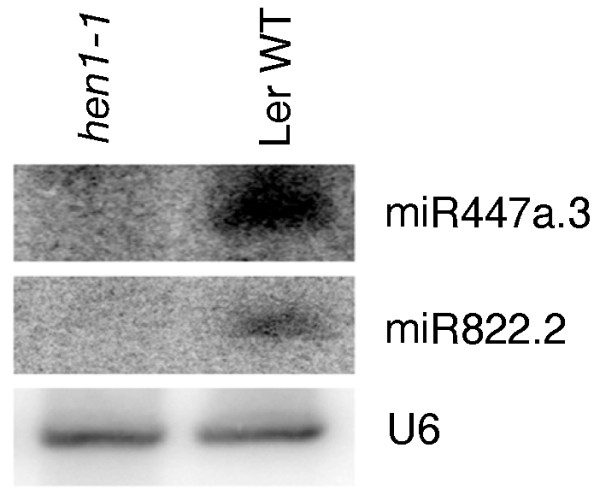
**Accumulation of miR447a.3 and miR822.2 in a mutant of the small-RNA methyltransferase gene *HEN1***. WT, wild type. U6, the control, shows sRNA equal loading.

### The identified miRNA-like RNAs are differentially expressed

To investigate the potential functions of the newly identified miRNA-like RNAs in pathogen response, we examined the expression of some of them using Northern blotting. We found that many of the miRNA-like RNAs that we profiled, which have no homologue with identity > 30% in the bacterial genome, were differentially expressed under the challenge of different strains of *Pst*, and exhibited different expression patterns from their cognate miRNAs or miRNA*s (Figures 2d, 3d and 4c). As shown in Figure 2d, for instance, both miR447a.2-3p and miR447a.3 were strongly induced by the avirulent strain *Pst *(*avrRpt2*) and weakly induced by the non-pathogenic strain *Pst *DC3000 *hrcC. *However, the virulent strain *Pst *DC3000 *EV *could induce only miR447a.3 but not miR447a.2-3p. Neither *Pst *DC3000 *EV *nor *Pst *DC3000 *hrcC *induced miR447a (that is, miR447a.1). In addition, miR447a.1 was expressed at a lower level than miR447a.2-3p and miR447a.3. Similarly, miR822.3 was induced by *Pst *DC3000 *EV *and *Pst *(*avrRpt2*) at 6 hpi, and by all three strains tested at 14 hpi, whereas miR822.2 was only induced by *Pst *(*avrRpt2*) at 14 hpi. miR822.3* was barely detected under these conditions (Figure 3d). miR839.2 and miR839.3 were only induced by *Pst *(*avrRpt2*) at 14 hpi and expressed at a very low level under other conditions, whereas miR839.1 was constitutively expressed at a similar level under these conditions (Figure 4c).

The identified miRNA-like RNAs may also be differentially expressed in different tissues. One such example can be seen by comparing the results for the miR839 precursor in Figure 4a with that in Figure 2b of [19]. The peak reads from the deep-sequencing data from [19] also exhibited a phasing pattern, which is in agreement with our deep-sequencing data (Figures 4a,b; Additional file 2). It is important to note that no sequencing read in our small-RNA libraries mapped to gap 2 in Figure 4a, whereas some sequencing reads at gap 2 were shown in Figure 2b in [19]. 

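Gap 2 of MIR839 (AT1G67481, chromosome 1, 25278944 to 25279207 on the minus strand, overlapped there by the noncoding gene AT1G08943) is the interval between miR839.1 and miR839.3. It spans positions 25279117 to 25279137 of chromosome 1 and has the sequence TTCTTTGCAATAACGCTGTTT. Over the 13 libraries, 0 reads lay inside it and 1 read overlapped it by at least 1 base. A count of 0 allows up to 3 reads over these libraries. Gap 1, between miR839.2 and miR839.1 at positions 25279159 to 25279181, also held 0 reads.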

A major difference between the two deep-sequencing datasets is that total RNA was extracted from whole seedlings, flowers, rosette leaves, and siliques in [19], while we used only matured rosette leaves in our profiling.

As a final note on the expression levels, some of these miRNA-like RNAs can be more abundant than their cognate miRNAs (Table 1). For example, miR319b.2 has 491 reads while miR319b (that is, miR319b.1) has 30 reads (Table 1 and Figure 1d), which is a more than 10-fold difference. Similarly, both miR839.2 and miR839.3 have more reads than miR839 (that is, miR839.1) (Figure 4a). It is possible that some of the miRNA-like RNAs may be induced at certain developmental stages or under specific conditions to regulate gene expression.

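By the block rule, 4 of the 35 miRNA-like RNAs had more reads than the cognate miRNA of their hairpin: miR319b.2, miR447a.2-5p, miR839.2 and miR839.3. The order for miR447a.2-5p depends on how shared reads are counted. With reads counted once per genome locus, a rule chosen after seeing the values, it had 93 against 169 for miR447a.1. With shared reads divided by the number of precursors it had 90.3 against 42, and with only identical reads 89 against 34. When only reads identical to the representative sequences were counted, the number was 6. The additions were miR822.3 with 929 such reads and miR822.2 with 156, against 109 for miR822.1. The representative of miR822.1 is 22 nt long, and the read 1 nt shorter at its 3' end had 3297 copies.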

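MIR319b lies on chromosome 5 at 16660469 to 16660640 on the minus strand of TAIR10.1 (AT5G41663). The sum over the 13 libraries was 335 reads for miR319b.2 (AATGAATGATGCGAGAGACAA) and 13 for miR319b.1 (TTGGACTGAAGGGAGCTCCCT), a ratio of 25.8 with a 95% Clopper-Pearson interval of 14.9 to 48.9. All reads of miR319b.2 matched this hairpin alone, whereas the representative of miR319b.1 matches 2 loci. Per library, miR319b.2 was at 29.7 RPM ± 27.3 (SD, n = 12) and miR319b.1 at 0.745 RPM ± 0.822 (SD, n = 12). The former ranged from 3.03 to 79.7 RPM, and the latter had no read in 6 libraries. The difference of 28.9 RPM was positive in 12 of 12 libraries (two-sided exact sign-flip permutation test, p = 0.000488, the smallest that 12 libraries allow). Within the libraries with reads up to 25 nt the difference was 30.6 RPM (n = 8, exact permutation p = 0.00781, the smallest possible). Within those with reads up to 28 nt it was 25.6 RPM and positive in 4 of 4, where 4 libraries cannot give less than the exact permutation p of 0.125.

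**Figure D3:**
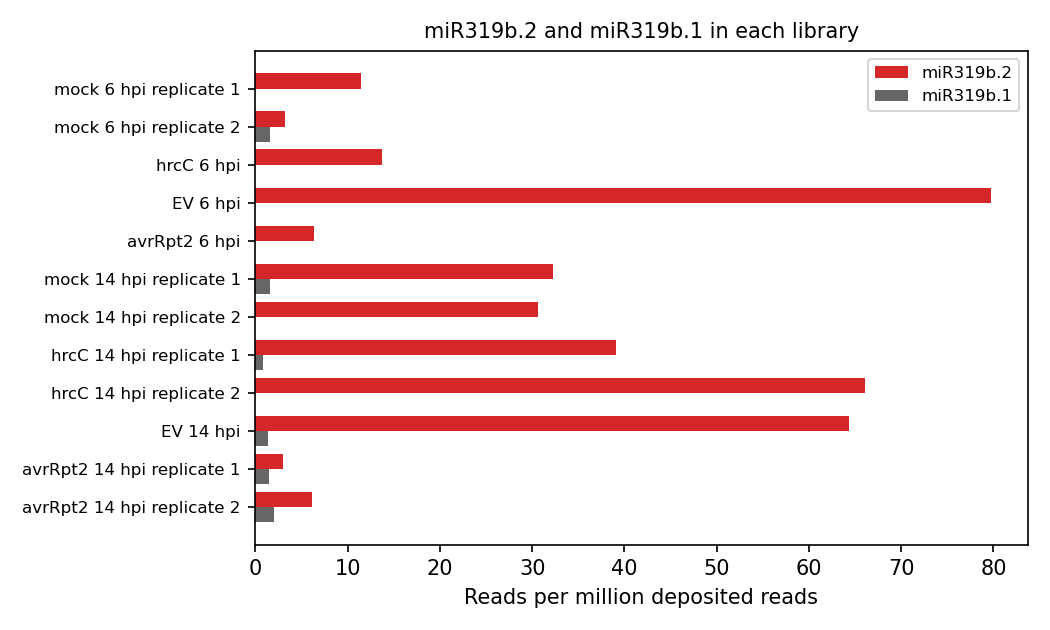
RPM of miR319b.2 and miR319b.1 in each of 12 libraries. In each library the value of miR319b.2, at 3.03 RPM or more, lies above that of miR319b.1, at 2.06 RPM or less.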

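The small RNAs of MIR839 had few reads. The sums over the 13 libraries were 7 for miR839.2 (TCATGTGAGCAGAAAGAGTAG), 10 for miR839.3 (TGCAAAACCGTGATAGTGCTGA) and 5 for miR839.1 (TACCAACCTTTCATCGTTCCC). Of the reads of miR839.2 and miR839.1 together, 58.3% were of miR839.2 (95% Clopper-Pearson interval 27.7% to 84.8%). Of those of miR839.3 and miR839.1, 66.7% were of miR839.3 (38.4% to 88.2%). Both intervals include equal numbers. Across 12 libraries, miR839.2 was at 0.543 RPM ± 0.796 (SD) and miR839.1 at 0.377 RPM ± 0.493 (SD). The former was higher in 2 libraries, lower in 2 and equal in 8 (two-sided exact sign-flip permutation test, p = 0.625, where the ties allow no p below 0.125). The mean of miR839.3 was 0.587 RPM ± 0.919 (SD), higher than miR839.1 in 3 libraries, lower in 3 and equal in 6 (exact permutation p = 0.531, where the ties allow no p below 0.0312). In the 4 libraries with reads up to 28 nt miR839.2 and miR839.1 were equal in each, so the difference was 0 RPM. These counts are too low to decide whether either differs from the cognate miRNA. The partner strand miR839.1* had 28 reads.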

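The small RNAs of Table 1 were compared between each bacterial strain and mock at the same time point, in 6 comparisons. Small RNAs with identical reads were tested once. With a minimum of 10 reads over 12 libraries, 34 features of Table 1 and 206 other annotated miRNA hairpins were tested together. The 12 libraries entered a single fit, so conditions with 1 library were assumed to vary like those with 2. In that fit the common dispersion was 0.376, a biological coefficient of variation of 0.613, with 4 residual degrees of freedom. At an adjusted p of 0.05 edgeR's quasi-likelihood test called 0 of the 34 features of Table 1 in any comparison. It gave an unadjusted p under 0.05 in 16 cases, and DESeq2 called 1 feature, miR841.1* in avrRpt2 at 14 hpi. With the replicate number as a block in the 6 libraries at 14 hpi, edgeR called 2 of them in avrRpt2, miR319b.2 and miR841.1*. On counts simulated at the dispersion of the fit of 12 libraries, edgeR recovered 0 of 20 changes of 2 on the log2 scale. This held for avrRpt2 and for EV against mock at 14 hpi, so a feature not called there can have changed.

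The miRNA-like RNA with the lowest p was miR319b.2 in avrRpt2 at 14 hpi. It had 42 and 37 reads in the mock libraries and 4 and 6 in the avrRpt2 libraries, which is 55.9 and 47.5 against 3.87 and 12.0 RPM of genome-matching reads. The log2 fold change was -2.60 (standard error 0.88, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with the block, which also separates the libraries by their longest read, the log2 fold change was -2.87. The adjusted p was then 0.00284 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest of 21 alternatives that reached up to 0.443. At 6 hpi mock had 18.1 and 4.60 RPM of genome-matching reads of miR319b.2, so a low level is not particular to avrRpt2. The 3 features past the threshold over all comparisons were hairpins outside Table 1: MIR8183 in avrRpt2 at 14 hpi, and MIR2933a and MIR2933b in EV at 6 hpi. The call of MIR8183 was lost under 4 of 20 alternatives, and that of each MIR2933 hairpin, whose reads mostly match several loci, under 11 of 17.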

### The identified miRNA-like RNAs are potentially functional

We now present three pieces of evidence to show that many of the newly identified miRNA-like RNAs have functional mRNA targets. First, most of these miRNA-like RNAs we identified can be associated with AGO proteins. In general, miRNAs are loaded onto AGO proteins to silence target genes by RNA cleavage, RNA degradation, or translation inhibition. Thus, we searched the *Arabidopsis *datasets of AGO-associated small RNAs [41,42] for the miRNA-like RNAs identified. We found that 25 (71.4%) of the 35 miRNA-like RNAs in 14 (73.7%) of the 19 precursors can be associated with 5 AGO proteins (AGO column in Table 1). In particular, 14, 15, 12, 8 and 11 miRNA-like RNAs can be associated with AGO1, AGO2, AGO4, AGO5 and AGO7, respectively. This result suggests that many of the identified miRNA-like RNAs can potentially function through AGO proteins. Further, the first nucleotide of a small RNA is critical for determining which AGO proteins it may associate with and may consequently dictate its mode of operation [41,42]. The first nucleotides of the unique sequences of the 35 miRNA-like RNAs are preferentially A (45.7% of the total) and U (42.9%), which account for nearly 90% of the total. 

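Of the representative sequences of the 35 miRNA-like RNAs, 16 start with A and 15 with U, and 2 each with C and G. Among the annotated mature sequences of TAIR10.1, 56.4% start with U and 24.1% with A. That set takes every mature sequence annotated on a hairpin, 349 on 326 hairpins, so it may be unlike the paper's known miRNAs. Weighted by reads, A led 79.7% of the 2865 reads of miRNA-like RNAs, where miR822.3 and miR319b.2 are the most abundant. U led 95.0% of the 131091 reads of the cognate miRNAs, most of them miR168a.1. These shares by reads thus rest on a few sequences.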

As a comparison, 75.8% and 12.6% of the known *Arabidopsis *miRNAs start with U and A, respectively. Although the first nucleotides shifted from a preferential U in miRNAs to a nearly equal preference of U and A in the 35 miRNA-like RNAs, U and A are still the two dominant first nucleotides for miRNAs and the miRNA-like RNAs.

Second, many of the miRNA-like RNAs identified have putative mRNA targets that have coherent functions. We predicted their putative targets using the target prediction method in version 2 of the CleaveLand software for analyzing small RNA degradomes [43]. With an alignment score cutoff of 4.5, a total of 33 (94.3%) of the 35 miRNA-like RNAs identified have putative targets (Table S2 in Additional file 1). We reasoned that if these miRNA-like RNAs can silence their target genes, de-suppression of the targets might be expected in Dicer mutants, in which the miRNA-like RNAs would no longer be produced. Thus, we examined, using real-time RT-PCR, the expression of some of the predicted targets of miR169i.2-3p (At5g02710), miR169j.2 (At5g48300), miR447a.3 (At1g54710 and At1g06770), miR839.2 (At4g31210), and miR839.3 (At1g65960) in a *dcl1-9 *mutant and in the wild type (Figure 6a), as well as a predicted target of miR822.4-5p (At1g62030) in a *dcl4-2 *mutant and in the wild type (Figure 6b). Indeed, these targets were accumulated to a higher level in the mutants than in the wild type that we studied (Figures 6a,b). Further, because miR447a.3 and miR839.2 were induced by *Pst *(*avrRpt2*), we also examined the expression of their three target genes under the *Pst *(*avrRpt2*) treatment. As shown in Figure 6c, these targets were repressed during *Pst *(*avrRpt2*) challenge, showing a negative correlation with the expression of the corresponding miRNA-like RNAs. Furthermore, similar to most miRNAs, many miRNA-like RNAs identified can target multiple protein-coding genes (Table S2 in Additional file 1). In addition, some of the miRNA-like RNAs may have multiple targets with common or closely related functions. For example, miR775.2 targets two genes in the glycosyl hydrolase family. Different miRNA-like RNAs from the same miRNA precursor may have targets in the same gene family. One pronounced example is the miR822 precursor (Figure 4a). Three miRNA-like RNAs (miR822.3*, miR822.4-5p, and miR822.5), together with their cognate miR822 (miR822.1), can potentially target a total of 60 distinct DC1 domain containing proteins, some of which are targeted by multiple miRNA-like RNAs. Interestingly, miRNA-like RNAs from different miRNA families may also have targets in the same protein family. For example, miR159a.2-3p, miR169j.2, miR319a.2, miR447a.3, miR447b.3, miR822.4-5p, and miR839.2 all have targets in the leucine-rich repeat family. These relationships between the miRNA-like RNAs and their targets are reminiscent of miRNAs and their targets, and also allude to their possible origins of inverted gene duplication [30,44]. In short, our experimental and computational results indicate that the miRNA-like RNAs identified have the potential to silence their target genes, some of which have common or related functions.

**Figure 6:**
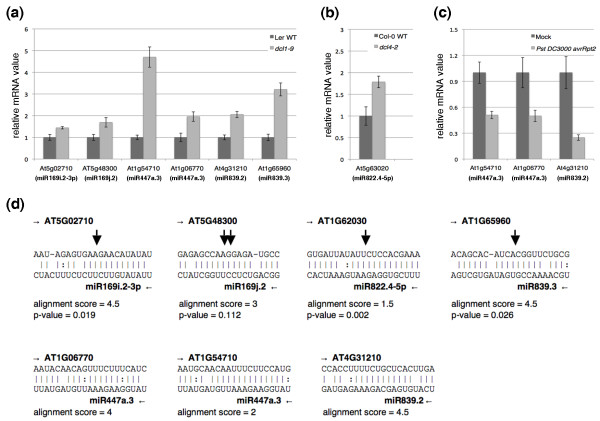
**Negative correlation between the expression of selected miRNA-like RNAs and their targets**. **(a) **The expression of targets of miR169i.2-3p, miR169j.2, miR447a.3, miR839.2 and miR839.3 in a *dcl1-9 *mutant relative to that in the Ler wild type (WT), measured by realtime RT-PCR. **(b) **The expression level of the miR822.4-5p target in a *dcl4-2 *mutant relative to the Col-0 wide type. **(c) **The expression of two miR447a.3 targets and one miR839.2 target under the challenge of *Pst *DC3000 (*avrRpt2*) relative to that in the mock treatment. Actin was used as an internal control for delta Ct calculation. Error bars correspond to standard deviation data from three independent reactions. The experiments were repeated on three sets of biological samples and similar results were obtained. **(d) **Alignments of selected miRNA-like RNAs and some of their mRNA targets whose expression was compared in Dicer mutants and in the wide type (a, b) and under bacterial infection and under mock infection (c). Included are alignment scores and *P*-values of target signatures if miRNA-like RNAs had target degradation products in the three small RNA degradome datasets. The arrows are the target cleavage sites detected in the degradome data.

Third, some miRNA-like RNAs can mediate target silencing by mRNA cleavage. Since the identified miRNA-like RNAs have the same characteristics as miRNAs and many can be associated with AGO proteins, we hypothesized that they might also directly cleave their mRNA targets. To test this hypothesis, we searched for, using version 2 of the CleaveLand degradome software [43], the small RNA target signatures of mRNA cleavage products in the data from *Arabidopsis *PARE or small RNA degradomes collected by three labs from different tissues and under various conditions [36-38]. With an alignment-score cutoff of 4.5 and a *P*-value threshold of 0.2, we found small RNA cleavage products of seven mRNA genes targeted by six miRNA-like RNAs that we identified (miR159a.2-3p, miR169b.2, miR169i.2-3p, miR169j.2, miR822.4-5p, miR839.3; the PARE column in Table 1). Detailed information on these miRNA-like RNAs and their targets supported by the degradome data is in Table S3 in Additional file 1; the alignments of four of these pairs of miRNA-like RNAs and targets, along with another three pairs tested, are shown in Figure 6d. Furthermore, four of these six miRNA-like RNAs (miR159a.2-3p, miR169j.2, miR822.4-5p, and miR839.3) can also be associated with AGO proteins (Table 1), indicating that, mechanistically, these small RNAs can function through the canonical miRNA pathway. Indeed, the ablation of three of the six miRNA-like RNAs (miR169i.2-3p, miR169j.2, and miR839.3) in the *dcl1-9 *mutant as well as miR822.4-5p in the *dcl4-2 *mutant led to elevated expression of some of their targets (Figures 6a,b). The relatively small number of the miRNA-like RNAs that have mRNA cleavage products may be due to two reasons. First, the miRNA-like RNAs were typically expressed at low abundance; thus, their cleavage products were too low to be detected. Second, different tissues were used in our experiments (mature leaves) and for PARE data collection (floral tissues, including the inflorescence meristem and early stage floral buds, and *EIN5 *mutant). This tissue difference may also explain that no target cleavage product was detected even for four known miRNAs listed in Table 1 (miR447a.1/b.1, miR822.1 and miR839.1) while the expression of miRNAs and miRNA-like RNAs is often tissue-specific. Nevertheless, this degradome analysis provided evidence that some of the miRNA-like RNAs identified in our experiments can function through mRNA target cleavage.

### Distribution of the miRNA-like RNAs on precursor fold-back structures

A remarkable characteristic of the miRNA-like RNAs that we found in *Arabidopsis *is that they can appear on either side of a known miRNA-miRNA* duplex on a precursor hairpin and can be close to either the base or the loop of the hairpin. Two or more miRNA-like RNAs can also reside on both sides of a miRNA-miRNA* duplex. A summary of the location distribution of the miRNA-like RNAs is given in the 'Position' column of Table 1, where a plus sign (+) means that miRNA-like RNAs appear exclusively between miRNA-miRNA* and the loop of the hairpin, a minus sign (-) indicates that miRNA-like RNAs occur exclusively between miRNA-miRNA* and the base of the hairpin, and '+/-' means that there are miRNA-like RNAs on both sides of the miRNA-miRNA* duplex. As shown, among the 19 miRNA precursors identified, 7 harbored miRNA-like RNAs exclusively toward the loops of the hairpins. 

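The position of each miRNA-like RNA was read from the structures of Additional file 2 (for MIR169b, of RNAfold), relative to the miRNA and its pairing partner. On 7 precursors (MIR159a, MIR159b, MIR168a, MIR319a, MIR319b, MIR775 and MIR846) every miRNA-like RNA lay on the loop side. Their start positions were at 21 to 73 nt from those of the miRNA or the strand paired to it. With those of MIR822 and MIR839, 15 miRNA-like RNAs lay toward the loop.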

Examples include *MIR159a*, *MIR319a *and *MIR319b *in Figures 1a,c,d, respectively. This is consistent with the recent discovery that the DCL cleavage that produces mature miR159 and miR319 starts from the loop ends of their fold-back structures [45,46]. 

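On MIR169b, MIR169f, MIR169i, MIR169m, MIR447a, MIR447b and MIR841, the miRNA-like RNAs lay on the base side of the miRNA duplex in every case, at distances of 20 to 43 nt between starts. On MIR169j, MIR169l and MIR169n, the RNAs miR169j.2, miR169l.2 and miR169n.2 lay opposite the cognate miRNA, within 1 nt of the strand that pairs with it, and the RNAs named miR169j.1*, miR169l.1* and miR169n.1* lay 21 nt closer to the loop. The other miRNA-like RNA of MIR169n, miR169n.2*, lay at the base. In all, 17 miRNA-like RNAs lay toward the base.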

Another ten precursors produced miRNA-like RNAs near the hairpin bases - for example, *MIR169m *and *MIR447a *in Figures 1b and 2a. This miRNA-like RNA distribution is well supported by the conventional model of miRNA biogenesis [3,14], in which two subsequent DCL cleavage activities produce a miRNA-miRNA* duplex, first releasing the precursor miRNA and then liberating the duplex. The remaining two precursors - that is, *MIR822 *and *MIR839 *in Figures 3a and 4a - had miRNA-like RNAs on both sides of their cognate miRNA-miRNA* duplexes. These two precursors contain long stems, which are likely to be processed by continuous in-phase dicing activity of DCL1 or DCL4. This process is similar to the biogenesis of tasiRNAs by DCL4.

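MIR822 had 4 miRNA-like RNAs toward the base and 3 toward the loop, and MIR839 had miR839.2 at the base side and miR839.3 at the loop side. Over all precursors, 32 miRNA-like RNAs lay outside the duplex. The starts of 21 of them were within 1 nt of a multiple of 21 nt from the cognate miRNA or its paired strand, and those of 26 within 3 nt. From the long stems of MIR822 and MIR839, the paper proposes that both precursors are cut by continuous in-phase dicing by DCL1 or DCL4.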

Another interesting observation is that not every slot in the phasing pattern of a precursor was filled by sequencing reads, as shown in *MIR319b *and *MIR839 *(Figures 1d and 4a). Such a peculiar pattern of miRNA-like RNA expression suggests potential condition- or tissue-specific expression, and variable metabolism rates of these miRNA-like RNAs.

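A 21-nt register counted from miR319b.1 and miR319b.1* gives 8 slots on the arms of MIR319b, and 4 of them held no read that starts within 3 nt of the slot. On MIR839, counted from miR839.1 and miR839.1*, 4 of 11 slots held none. Filled slots of MIR839 other than those of the miRNA and miRNA* had 1 to 10 reads each, so that an empty slot, which allows up to 3 reads, cannot be told apart from a slot with few reads at this depth.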

### Conservation of sequential DCL cleavage of long MIR hairpins in eukaryotes

To determine whether the miRNA-like RNAs that we identified in *Arabidopsis *also exist in other plant species, we studied four additional plant organisms. Specifically, we searched for miRNA precursors that are capable of generating multiple miRNA-like RNAs in publicly available small-RNA deep-sequencing datasets from *O. sativa *(rice), *P. patens *(moss), *M. truncatula *and *P. trichocarpa*; see Materials and methods for information on the sources of these datasets. In total, we identified 75, 37, 9 and 11 miRNA precursors, respectively, from these four plant species that harbor miRNA-like RNAs in addition to miRNAs. Table 2 lists these miRNA precursors and Additional files 3, 4, 5 and 6 contain the alignments of the miRNA-like RNAs to their corresponding miRNA precursors. Note that the sequencing data on rice and moss were from Solexa sequencing, while the data on *Medicago *and *Populus *were from a mixture of Solexa and 454 sequencing. Therefore, the sequencing depths for *Medicago *and *Populus *were not as deep as those for rice and moss, resulting in fewer miRNA-like RNA-bearing miRNA precursors identified in the latter two species.

**Table 2:** miRNA precursors of miRNA-like RNA and miRNA families in plants and animals

Species	Number of precursors	Number of families	miRNA precursors
*Arabidopsis*	19	10	**159a/b**, 168a, **169**b/f/i/j/**l**/m/n, **319a/b**, 447a/b, 775, 822, 839, 841, 846
Rice	75	42	156i, **159a/b/c**/d/e/f, 169a, 171i, **319a/b**, 396e/f, 437, 441b, 444b/c/d, 445a/c/d/e/g/h/i, 806h, 807a, 809e/f, 812h/i/j, 820a/b/c, 821a/b/c, 1318, 1319, 1423b, 1427, 1428e/g, 1430, 1432, 1439, 1440, 1441, 1442, 1850, 1851, 1858b, 1862b/d, 1864, 1871, 1874, 1875, 1881, 1883b, 1884a/b, 2121b, 2122, 2123a/b, 2124a/b/c/e/f/g/h/i
Moss	37	27	160i, **319a/b/c**/e, 390a/b, 408b, 533a, 534a, 535d, 536d, 538a/c, 893, 896, 898b, 899, 902k, 904a/b, 1023a, 1030a/f, 1047, 1051, 1063b/d/g, 1068, 1069, 1070, 1072, 1219a/d, 2079, 2083
*Medicago*	9	7	**159a**, **169**d/**l**, **319a/b**, 1510b, 2087, 2088, 2089
*Populus*	11	5	**159a/b/c**, **319c**/d/f/g, 394a/b, 482, 1450
Human	14	14	**7-1**, 15b, 34a, 124-2, 181a-2, 187, 193a, 204, 221, 331, 498, 518c, 769, 1977
Mouse	27	21	**7a-1**, 20a, 24-2, 30b, 96, 101b, 138-1, 328, 329, 331, 337, 341, 434, 466l, 669a-1/-2/-3, 669b/e/m-1/m-2, 674, 685, 708, 1199, 2134-3
*C. elegans*	17	16	51, 60, 61, 63, 64, 70, 75, 78, 80, 232, 244, 257, 258-1/-2, 353, 354, 1817
*Drosophila*	9	9	33, 277, 279, 283, 964, 976, 988, 997, 999

miRNA precursors of miRNA-like RNA and miRNA families in five plant species (*Arabidopsis*, rice, moss, *Medicago *and *Populus*) and four animal organisms (human, mouse, *C. elegans *and *Drosophila*). Entries in bold are miRNA precursors that produce miRNA-like RNAs in more than one species.

As shown in Table 2, several individual miRNA-like RNAs identified are conserved in multiple plants. In the five plant species we studied, miRNA-like RNAs appeared in two well-conserved miRNA families, that is, miR159 and miR319 (Table 2). miRNA-like RNAs appeared in miR319 precursors in all of these five plants, and miRNA-like RNAs occurred in miR159 precursors in all of five bar moss. miR159 and miR319 belong to the same *MIR *family based on their evolutionary origin [30,44], playing important roles in plant development [47]. Importantly, a close inspection showed that many individual miRNA-like RNAs on the miR159 and miR319 precursors are also highly conserved at the sequence level. Figure 6a displays the miR159a precursors in *Arabidopsis*, rice, *Medicago *and *Populus *and Figure 6b shows the miR319b precursors in *Arabidopsis*, rice, moss and *Medicago*. As shown, several miRNA-like RNAs, particularly those expressed at a relatively abundant level, are more conserved than their flanking sequences except their cognate miRNAs or miRNA*s. For example, the sequences of miR319b.2 and miR319b.2* have a comparable level of conservation to miR319b* (that is, miR319b.1*); specifically, miR319a, miR319a*, miR319b.2, and miR319b.2* have 19, 12, 12 and 11 identical nucleotides across the four species, respectively. Furthermore, most of these miRNA-like RNAs, including miR319b.2, miR159a.2-5p, and miR159a.2-3p, can be incorporated into multiple AGO proteins in *Arabidopsis *(Table 1). We also examined the target conservation of the miRNA-like RNAs on miR159a and miR319b precursors across *Arabidopsis*, a dicotyledonous plant, and rice, a monocotyledonous plant. Both ath-miR159a.2-3p and osa-miR159a.2-3p have targets in the pentatricopeptide repeat (PPR) protein family (*At2G40720*, *Os2G05720*, *Os10G40920 *and, *Os5G50690*). Collectively, all these results suggest that these highly conserved miRNA-like RNAs in plants are functional.

To further understand such miRNA-like RNAs, we searched for miRNA-like RNAs in a large collection of small-RNA deep sequencing data from four animal species, *H. sapiens *(human), *M. musculus *(mouse), *C. elegans *and *D. melanogaster *(see Materials and methods). We identified 14, 27, 17 and 9 miRNA precursors in human, mouse, *C. elegans *and *Drosophila*, respectively, that can produce miRNA-like RNAs in addition to the known miRNAs and miRNA*s (Table 2). These miRNA-like RNA-bearing miRNA precursors are distributed in intergenic regions and introns, except has-miR34a and cel-miR354, which reside in 3' untranslated regions. These miRNA-like RNAs are immediately adjacent to the annotated miRNA-miRNA* duplexes, as shown by the alignments to their originating precursor hairpins in the four animals in Additional files 7, 8, 9, and 10, respectively. Different from the results for plants, no more than one small RNA pairing duplex was present beyond the known miRNA-miRNA* duplex in each animal miRNA precursor identified. This difference between plants and animals is mainly due to the relatively short miRNA precursors in animals. The newly identified miRNA-like RNAs in animals are also near the precursor bases. Notice that only miRNA-like RNAs on miR7 precursors in human and mouse are conserved (Table 2; Figure 7c; Additional files 7 and 8). It is also interesting to note that miR7 in *Drosophila *has diverged from that in human and mouse significantly (data not shown), and miR7 has not been reported in *C. elegans*. These results indicate a low conservation of miRNA-like RNAs based on the animal small-RNA sequencing data we examined.

**Figure 7:**
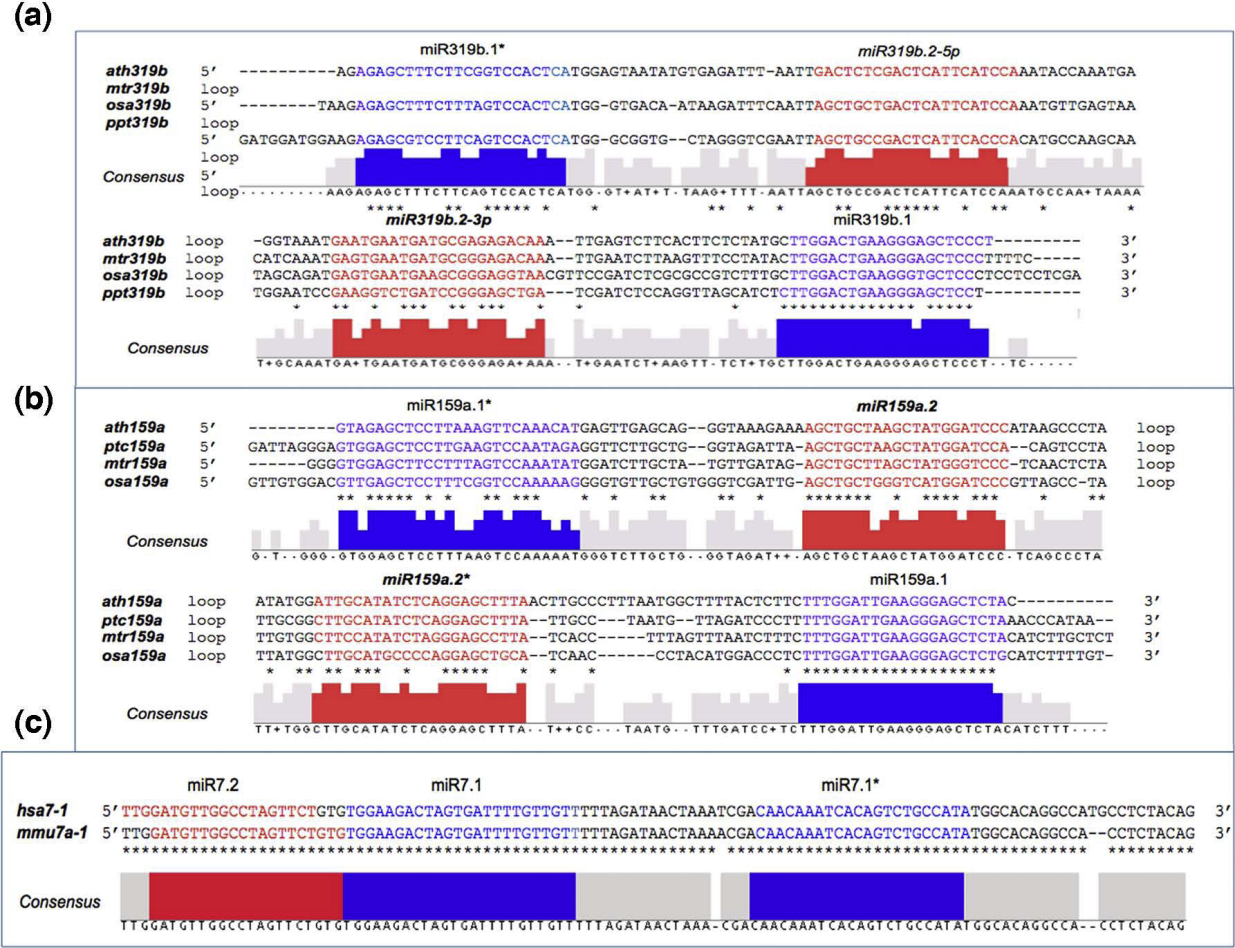
**Conservation of miRNA-like RNAs and miRNAs**. The newly identified miRNA-like RNAs are in red and the annotated miRNAs and miRNA*s are in blue. Also included are the consensus sequences. **(a) **Conservation of miR159a.2-5p/miR159a.2-3p and miR159a.1/miR159a.1* (that is, miR159a/miR159a*) in four plants, *A. thaliana *(ath), *O. sativa *(osa), *P. patens *(ppt) and *M. truncatula *(mtr). **(b) **Conservation of miR319.2/miR319b.2* and miR319.1/miR319b.1* (that is, miR319/miR319b*) in four plants, *Arabidopsis*, rice, *Medicago *and *P. trichocarpa *(ptc). **(c) **Conservation of miR7-1 in human and miR7a-1 in mouse.

## Discussion

We reported 19 miRNA precursors in *Arabidopsis *that are able to produce multiple distinct miRNA-like RNAs with potential function. Our analysis of the 13 libraries of deep-sequencing data from *Arabidopsis *characterized several important features of these miRNA-like RNAs. First, two miRNA-like RNAs on opposite arms of a miRNA precursor hairpin usually form a duplex with a two-nucleotide 3'-end overhang, which is a key property of miRNA-miRNA* duplexes and reflects the activities of RNase III proteins [39]. Second, such miRNA-like RNAs are arranged in phase, again reflecting sequential dicing activities of some RNase III proteins. Third, the first nucleotide of the discovered miRNA-like RNAs has a strong preference (approximately 90%) for A and U, which is similar to the approximately 88% for all known miRNAs.

Moreover, we obtained several lines of molecular evidence to support the notion that some of the miRNA-like RNAs identified are authentic and potentially functional miRNAs. First, these miRNA-like RNAs are generated through the miRNA pathway, but not the pathways for tasiRNAs or hc-siRNAs (Figures 2 and 3). Second, these miRNA-like RNAs are likely methylated (Figure 5). Third, 25 (71.4%) of the 35 miRNA-like RNAs identified were found in the pools of AGO-associated small RNAs (Table 1) [41,42], suggesting that they may potentially function through the AGO effectors. Fourth, several of these miRNA-like RNAs can induce target mRNA cleavage, and the cleavage products were present in the data from a PARE database or small-RNA degradome (Figure 6) [36-38]. Fifth, most of the miRNA-like RNAs identified have predicted targets, and many of them potentially target genes within the same gene family or with common functions (Table S2 in Additional file 1), which is similar to miRNAs. Sixth, a few of the miRNA-like RNAs are more abundant than cognate miRNAs (Figures 1 and 4), and some of the miRNA-like RNAs are differentially expressed under pathogen infections (Figures 2, 3 and 4), suggesting their potential regulatory functions in response to environmental stresses. The results of gene expression analysis using *dcl1 *and *dcl4 *mutants and wild type *Arabidopsis *plants showed that the loss of miR169i.2-3p, miR169j.2, miR447a.3, miR839.2, miR839.3, and miR822.4-5p can elevate the expression of the predicted target mRNAs that we tested (Figure 6). In addition, miR447a.3 and miR839.2 were induced by *Pst *(*avrRpt2*), and we also detected down-regulation of their targets after *Pst *(*avrRpt2*) challenge (Figure 6).

Moreover, such miRNA-like RNAs exist in five evolutionarily distant plant species as well as four animal organisms we examined - *Arabidopsis*, rice, moss, *Medicago *and *Populus *as well as human, mouse, *C. elegans *and *Drosophila*. This result suggests that the mechanism underlying these miRNA-like RNAs must be conserved within and across plants and animals. The fact that these miRNA-like RNAs appear in moss, an ancient land plant, alludes to their possible evolutionary origin in plants. Some of these miRNA-like RNAs from conserved miRNA families, that is, miR159 and miR319 in plants, are conserved at the sequence level (Figure 7), which adds another layer of evidence that these miRNA-like RNAs are potentially functionally important in plants. In addition, the miRNA-like RNAs we identified appear to occur in evolutionarily 'old' miRNA precursors in both plants and animals based on the publicly available small-RNA sequencing data we examined.

We did not observe a clear correlation between deep sequencing read counts and Northern blot results in *Arabidopsis*, even for a couple of highly expressed known miRNAs. 

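The blots probed 11 small RNAs of MIR447a, MIR822 and MIR839. Of these, 8 had the 10 reads needed for a test. In 48 comparisons with mock, edgeR's quasi-likelihood test called 0 at an adjusted p of 0.05. On counts simulated at the dispersion of this fit (0.376), it recovered 0 of 20 changes of 2 on the log2 scale. This held for avrRpt2 and for EV against mock at 14 hpi. The lack of calls therefore does not argue against the changes seen on the blots. The lowest adjusted p was 0.239 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 comparisons had an unadjusted p under 0.05, and DESeq2 called 0. The lowest adjusted p was that of miR822.3* at 14 hpi, with 5.11 RPM ± 2.54 (SD, n = 2) in mock and 13.9 RPM ± 0.709 (SD, n = 2) in avrRpt2, a log2 fold change of 1.80 (standard error 0.73). The lowest unadjusted p was that of miR822.1* in hrcC at 6 hpi, with a log2 fold change of 2.44 (standard error 0.91, adjusted p = 0.492 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

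For miR822.1 at 14 hpi, mock gave 132 RPM ± 143 (SD, n = 2) and the single EV library 1479 RPM (95% Clopper-Pearson interval 1392 to 1569). The log2 fold change was 3.07 (standard error 1.26, adjusted p = 0.499 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For miR447a.3, mock at 14 hpi gave 5 reads and avrRpt2 3, or 1.95 RPM ± 1.58 (SD, n = 2) and 1.13 RPM ± 1.60 (SD, n = 2). The log2 fold change was -0.24 (standard error 1.19) and became 0.40 without avrRpt2 14 hpi replicate 2, so its direction rests on single libraries. The single EV libraries gave 20.4 RPM of miR447a.3 at 6 hpi, against 1.97 RPM ± 1.25 (SD, n = 2) in mock, and 8.21 RPM at 14 hpi. The log2 fold change at 6 hpi was 2.02 (standard error 1.01, adjusted p = 0.383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For miR822.3 at 6 hpi, mock gave 56.1 RPM ± 35.7 (SD, n = 2), and the single EV and avrRpt2 libraries 421 and 93.1 RPM. In EV the log2 fold change was 1.63 (standard error 0.97, adjusted p = 0.404 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 14 hpi miR822.3 was at 170 RPM ± 148 (SD, n = 2) in mock, and EV, hrcC and avrRpt2 gave 171, 49.7 and 74.4 RPM. These RPM are of all reads, whereas the fold changes rest on genome-matching reads with TMM scaling, so they differ in size. Annotated miRNA hairpins took 21.9% of the EV library at 6 hpi, against 7.53% and 5.04% of the mock libraries. The gaps in RPM also hold this difference. Both EV libraries are among the 4 single-library conditions, which may form a batch of their own. The small RNAs of MIR839 were too rare to test: miR839.2 had 1 read in mock and 3 in avrRpt2 at 14 hpi, and miR839.3 had 0 and 5.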

Similar observations were also made in some recent studies [48,49]. The inconsistency between sequencing read counts and Northern blot results is likely due to the differences between the two techniques. Sample preparation for deep sequencing involves two steps of RNA adaptor ligation and one step of PCR amplification, which introduce bias to the final data. Small RNAs with different 5'- and 3'-end structures or modification may have different efficiencies for ligation, and PCR tends to amplify highly abundant sequences more efficiently than less abundant ones. On the other hand, hybridization-based Northern blotting can hybridize any small RNAs with the same sequence regardless of their end modification or structure, although it may have a cross-hybridization side effect depending on the stringency of the hybridization conditions. In light of these observations, we thus relied on conventional Northern blot analysis with high stringency conditions to quantify the expression of the miRNA-like RNAs we studied.

Some early studies, including those using deep sequencing, have also observed small RNAs beyond miRNAs or miRNA*s on some miRNA precursors in plants [19,28-30] and animals [31,32]. For example, sequencing reads of miRNA-like RNAs were found on the ath-miR839 precursor [19]. Interestingly, such miRNA-like RNAs have also been found in a mirtron in mouse [50]. However, none of these small RNAs in plants and animals have been analyzed with regard to their biogenesis or potential functions. Chiang *et al*. [50] argued that their single discovery of a mirtron precursor in mouse was not a coincidence of spliceosome activity releasing the particular mirtron precursor. Indeed, our extensive data on *MIR *genes in four animal and five plant species convincingly show that continuous sequential cleavage activities are a common action for Dicer proteins in animal species or Dicer-like proteins in plant organisms. Another line of related work covers the moRNAs in a chordate, human and a herpesvirus [33-35]. Some of the miRNA-like RNAs that are immediately adjacent to miRNA or miRNA* and located near the base of the miRNA precursors may be classified as moRNAs. However, the moRNAs reported for the chordate *Ciona intestinalis *may be fundamentally different from the miRNA-like RNAs in the four animal genomes that we studied. In particular, the miRNA-like RNAs we identified are within the miRNA precursor sequences within the double-stranded RNA regions, and the ones we tested in *Arabidopsis *are dependent on DCL1 or DCL4. In contrast, many moRNAs identified in *C. intestinalis *- for example, those adjacent to ci-miR124-1 and ci-miR124-2 shown in Figure 2b of [33,34] - can span substantially beyond the double-stranded stem region and even outside the miRNA precursors, which cannot be recognized and processed by Dicer. Thus, although moRNAs are likely to be cut by Drosha at one end, how the other end of moRNAs is generated has yet to be determined [33-35]. More work is required to better understand moRNAs in animals, particularly their biogenesis and functions. In comparison, our study showed that the miRNA-like RNAs in *Arabidopsis *are produced by sequential DCL cleavage on the long hairpin stem regions and can be generated on both sides of the miRNA-miRNA* duplex. Many of them can be incorporated into AGO proteins, and mediate target mRNA cleavage. Some of them are differentially expressed in response to environmental stresses. All of these results suggested their potential biological functions.

## Conclusions

To sum up the results from our in-depth genomic and molecular analysis on *Arabidopsis*, our results from an extensive survey of an additional four plant and four animal species, and some data from early studies on plants [19,28-30] and animals [31,32], it is evident that continuously sequential cleavage by Dicer or Dicer-like proteins is a common theme, rather than an exception, in plants and animals, which gives rise to phased miRNA-like RNAs from *MIR *genes. In *Arabidopsis*, DCL4 has been shown to be capable of such sequential cleavage to generate phased small RNAs such as tasiRNAs [8]. Our results suggest that DCL1, which generates most miRNAs and miRNA-like RNAs, may also act through sequential cleavage as DCL4 does. Further, a limited conservation of miRNA-like RNAs in evolutionarily 'old' *MIR *genes indicates that they are subject to evolutionary selection. The resulting small RNAs may be subject to different rates of degradation. Which miRNAs or miRNA-like RNAs can accumulate in response to developmental and/or environmental cues may be determined by their conservation and through tight regulation by post-biogenesis protection or degradation. For example, these miRNAs or miRNA-like RNAs can be stabilized by binding with AGO proteins or other RNA-binding proteins, or can be degraded by some exoribonucleases [51].

In summary, our results from extensive molecular experiments on *Arabidopsis *and a systematic examination of a large quantity of deep-sequencing datasets from five evolutionarily diverse plant species and four evolutionarily distant animal organisms suggest that the multiple distinct miRNA-like RNAs that we identified broadly exist in eukaryotic species and can be authentic and functional miRNAs. Our results further suggest that the pool of miRNAs is larger than was previously recognized, and miRNA-mediated gene regulation may be broader and more complex than previously thought.

## Materials and methods

### Plant materials, small-RNA library construction, and deep sequencing

Thirteen small-RNA libraries were prepared from 4- to 5-week-old short-day grown *Arabidopsis *Col-0 inoculated with 10 mM MgCl_2 _(mock), type III secretion system mutated strain *Pst *DC3000 *hrcC*, virulent strain *Pst *DC3000, and avirulent strain *Pst *DC3000 (*avrRpt2*). Bacteria infiltration was carried out on the *Arabidopsis *wild-type and mutant plants as described previously [24]. Infiltrated leaves were harvested at 6 and 14 hpi. A large number of *Arabidopsis *mutants (*dcl1-7*, *dcl1-9*, *dcl2-1*, *dcl3-1*, *dcl4-2*, *hen1*, *rdr2-1*, *rdr1-1*, *rdr6-15*, *nrpd1-3*, *nrpe1-11*) and their corresponding wild-type ecotypes were used in this study. Assays were performed on 4-week-old plants grown at 22°C with 12 h light.

Total RNA was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA) from infiltrated leaves and fractionated on 15% denaturing polyacrylamide gel. RNA molecules ranging from 18 to 28 nucleotidess were excised and ligated to 5'- and 3'-RNA adaptors using T4 RNA ligase followed by RT-PCR and gel purification as described in the instructions from Illumina [52,53]. The small RNA libraries were sequenced by Illumina Inc. and the University of California, Riverside (UCR) core facility.

### Processing of deep sequencing data

Raw sequence reads were parsed to remove the 3' adaptors. The sequencing reads from each of the small RNA libraries, with adaptors trimmed, were mapped to the *Arabidopsis *nuclear, chloroplast and mitochondrial genome sequences and cDNA sequences, which were all retrieved from the TAIR database [54]. The reads that matched these sequences with no mismatches (the row labeled '*mapped*' in Table S1 in Additional file 1) were retained for further analysis. Sequencing reads were aligned to the precursors of the annotated *Arabidopsis *miRNAs in miRBase [55] with Novealign [56]. Those sequencing reads that could be mapped to a miRNA precursor with zero mismatches were retained for further analysis.

### Small RNA deep-sequencing data on four additional plant and four animal species

We collected small-RNA deep-sequencing data, generated by Illumina/Solexa or 454 sequencing platforms, for four additional plants from the GEO database. In particular, we analyzed a total of 18 small-RNA sequencing datasets on *P. patens *(moss) [57]; six datasets by Solexa sequencing), *O. sativa *(rice [25]; and another two datasets, GEO accession number [GEO:GSE14462]; all by Solexa sequencing), *M. truncatula *(two datasets from Solexa sequencing [58] and three datasets from 454 sequencing [59], and *P. trichocarpa *(four datasets from 454 sequencing [60,61]). Small RNA deep sequencing data were also collected for four animal species: *H. sapiens *(human [62,63]; four datasets); *M. musculus *(mouse [32]; three datasets); *C. elegans *(*C. elegans *[64]; nine datasets) and *D. melanogaster *(*Drosophila *[16]; five datasets). The initial processing of these sequencing libraries followed the same steps as for the 13 *Arabidopsis *datasets. In summary, we collected, processed and analyzed a total of 52 small RNA deep-sequencing datasets in the current study.

### Identifying miRNA-like RNAs and determining their phasing patterns

We first mapped sequence reads, allowing no mismatch, to miRNA precursors. We retained those that have reads arranged in block patterns for further analysis. To this end, we applied the Blockbluster software [33,34] to first identify blocks of sequencing reads on the annotated miRNA precursors. The most abundant sequence read within each detected block was taken as the representative sequence for the block. The total number of sequence reads for the block is the sum of the copy number of the representative read and the copy numbers of other sequence reads that fall within the representative sequence and that overlap with the representative read with no more than three nucleotides beyond the representative sequence on either end. We allowed such overhangs to tolerate imprecise dicing activities of RNase III enzymes. The remaining blocks were further inspected; those spanning across two neighboring blocks were ignored. Those miRNA precursors that have blocks of reads arranged in phase were kept for further analysis. When reporting the results using our *Arabidopsis *deep sequencing data, we ignored such blocks that have less than five total sequencing reads to reduce potential false positive miRNA-like RNAs due to sequencing error.

### Northern blot analysis of small RNAs

Total RNA was isolated using Trizol reagent (Invitrogen) from infiltrated leaves and 80 μg was resolved on 15% denaturing polyacrylamide gel. RNA was cross-linked to membrane using EDC (1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (N-(3-Dimethylaminopropyl)-N'-ethylcarbodiimide hydrochloride (Sigma, St. Louis, MO, USA))) [65]. We used the locked nucleic acid (LNA) probe for small RNA Northern blot analysis to detect miR839, and DNA oligos for detecting miR447 and miR822. Blots were exposed to phosphorscreens, and scanned using PhosphorImager (Molecular Dynamics (Amersham Pharmacia Biotech Inc, Piscataway, NJ, USA)).

The LNA probes used for detection were: mirt839-AT1G67481.2, c+tac+tct+ttc+tgc+tca+cat+ga; mirt839-AT1G67481.1, g+gga+acg+atg+aaa+ggt+tgg+ta; and mirt839-AT1G67481.3, t+cag+cac+tat+cac+ggt+ttt+gca+aa.

We used the following oligo probes for miR447 and miR822: miR447a.1-anti, CAACAAAACATCTCGTCCCCAA; miR447a.2-3p-anti, AAGCCCCTTCTTATATCGAGTC; miR447a.3-anti, AATACTACAATTTCTTCCATA; miR822.1-anti, CATGTGCAAATGCTTCCCGCA; miR822.1*-anti, TGTAGAAAGCATTTGCACATG; miR822.3*-anti, AGAAAACAACATGCGTTACATCC; miR822.3-anti, GGGATGCAACGTATATTGTTTC; miR822.2-anti, ACGACCTTAAGTGTAAGTAGAT.

### miRNA target cleavage product analysis and target prediction

We applied version 2 of the CleaveLand software [43] to the data from PARE analysis or small RNA degradomes [36-38] to characterize the signatures of mRNA cleavage products of the miRNA-like RNAs we studied. We only considered the target cleavage products with an alignment score from CleaveLand of no less than the cutoff threshold of 4.5. Putative targets of miRNA-like RNAs were also predicted by the miRNA target finding method in the CleaveLand software package. This target finding method used a scoring scheme that charges a penalty of one to a mismatch and a penalty of 0.5 to a wobble base pairing, and doubles these penalties in the seed region, which is the two- to seven-nucleotide region near the 5'end of a miRNA.

### Quantitative RT-PCR analysis of small RNA targets

For quantitative RT-PCR analysis, 5 μg of total RNA was used for synthesizing cDNA. DNA contamination was removed by using DNase I (Invitrogen). Amplification of miRNA 169f and miR447f targets (see AT numbers below) was carried out using a realtime PCR machine (iQ5, Bio-Rad, Hercules, CA, USA). The following oligos were used to perform the RT-PCR analysis: At5g02710(miR169i.2-3p)-QRTF, TCGACAACCCTGATGATGTTGAGCTG; At5g02710(miR169i.2-3p)-QRTR, CCTTGTTGAATTTCTTTTCTTCAATCC; At5g48300(miR169j.2)-QRTF, AATGGGAGCTGATTATTACGAGACTGC; At5g48300(miR169j.2)-QRTR, CTTGCACGTTGTCGCTGTTTATGATC; At1g54710(miR447a.3)-QrtF, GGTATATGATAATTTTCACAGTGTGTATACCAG; At1g54710(miR447a.3)-QrtR, ATCTTCGGGGTAAACCATACCATTGAAT; At1g06770(miR447a.3)-QrtF, CGAGAGTGAAAATGAGATAGAGAT; At1g06770(miR447a.3)-QrtR, AGACAAGAACCATCGTAAAATCCT; At4g31210(miR839.2)-QrtF, GTTATTCTAAAGTGTGGACCCTATGGGC; At4g31210(miR839.2)-QrtR, CATCTTCAGGGTGGGTTCCCAGTG; At1g65960(miR839.3)-QRTF, TCATTCACTCTCAATTTCTCCAAGGGA; At1g65960(miR839.3)-QRTR, TTCTCTATACCTTCTTTGAGAACCAC; At1g62030(miR822.4-5p)-QRTF, GCCTGGTTCATCTTGGATAAGCTTCTCC; At1g62030(miR822.4-5p)-QRTR, TTGTAGATATTCGCGATGACCAGC.

## Abbreviations

AGO: Argonaute; DCL: Dicer-like protein; EV: empty vector; GEO: Gene Expression Omnibus; hc-siRNA: heterochromatic small interfering RNA; hpi: hours post-inoculation; lsiRNA: long small interfering RNA; MIR: miRNA gene; miRNA: microRNA; moRNA: miRNA-offset RNA; PARE: parallel analysis of RNA ends; Pol: RNA polymerase; RDR: RNA-dependent RNA polymerase; siRNA: small interfering RNA; tasiRNA: *trans*-acting small interfering RNA.

## Authors' contributions

XuefengZ and HJ initiated the research; HJ and WZ designed the experiments; JX, WZ, XiangZ, and XuefengZ carried out the computational experiments and data analyses; SG and PC performed the biological experiments; XiaomingZ participated in the biological experiments; WZ and HJ analyzed and integrated the results, directed and coordinated the research and wrote the paper.

## Supplementary Material

Additional file 1 **Tables S1, S2, and S3**. Table S1: number of sequencing reads from 13 small RNA libraries of *Arabidopsis *seedlings at 6 and 14 hours after three pathogen infections, along with their corresponding mock infection as control. Shown in the table are the total number of reads (*total*), the number of reads that can map to the *Arabidopsis *genome and cDNA sequences (*mapped*), nuclear genome (*nuclear*), transposons and repeats (*repeats/mobile*), and cDNA sequences (*cDNAs*). No mismatch was allowed for the mapping in the table. The second number for each condition (column) is the percent of reads to the *mapped *reads. The sequencing reads are available in the GEO database under accession number [GEO:GSE19694]. Table S2: putative targets of the identified miRNA-like RNAs identified by the miRNA target finding method, developed by Michael Axtell, in the CleaveLand software for small RNA degradome analysis. Results are those with alignment scores above the cutoff threshold of 4.5. Table S3: six miRNA-like RNAs found in the current study and their mRNA targets identified in small RNA degradome data. In the table, the first two columns list the miRNA-like RNAs and their targets, the third to fifth columns list the three major quantitative measures of the results, that is, the alignment scores, the number of raw reads of target degradation products and *P*-values quantifying the enrichment of degradation products, respectively. The last column indicates if a pair of miRNA-like RNA and target was tested in the current study. Click here for file

Additional file 2 **Supplemental File S1**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in *A. thaliana *(ath). The sequencing data were collected in the current study and are available in GEO under accession number [GEO:GSE19694]. Click here for file

Additional file 3 **Supplemental File S2**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in rice (osa). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

Additional file 4 **Supplemental File S3**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in moss (ppt). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

Additional file 5 **Supplemental File S4**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in *Medicago *(mtr). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

Additional file 6 **Supplemental File S5**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in *Populus *(ptc). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

Additional file 7 **Supplemental File S6**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in *H. sapiens *(has). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

Additional file 8 **Supplemental File S7**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in *M. musculus *(mms). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

Additional file 9 **Supplemental File S8**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in *C. elegans *(cel). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

Additional file 10 **Supplemental File S9**. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in *D. melanogaster *(dme). The sequencing data were obtained from GEO; see Materials and methods for details. Click here for file

# Supplementary material for: Multiple distinct small RNAs originate from the same microRNA precursors
**Source:** Genome Biol. 2010 Aug 9;11(8):R81. doi: 10.1186/gb-2010-11-8-r81
**Supplement:** Additional file 1 — Tables S1, S2, and S3. Table S1: number of sequencing reads from 13 small RNA libraries of Arabidopsis seedlings at 6 and 14 hours after three pathogen infections, along with their corresponding mock infection as control. Shown in the table are the total number of reads (total), the number of reads that can map to the Arabidopsis genome and cDNA sequences (mapped), nuclear genome (nuclear), transposons and repeats (repeats/mobile), and cDNA sequences (cDNAs). No mismatch was allowed for the mapping in the table. The second number for each condition (column) is the percent of reads to the mapped reads. The sequencing reads are available in the GEO database under accession number [GEO:GSE19694]. Table S2: putative targets of the identified miRNA-like RNAs identified by the miRNA target finding method, developed by Michael Axtell, in the CleaveLand software for small RNA degradome analysis. Results are those with alignment scores above the cutoff threshold of 4.5. Table S3: six miRNA-like RNAs found in the current study and their mRNA targets identified in small RNA degradome data. In the table, the first two columns list the miRNA-like RNAs and their targets, the third to fifth columns list the three major quantitative measures of the results, that is, the alignment scores, the number of raw reads of target degradation products and P-values quantifying the enrichment of degradation products, respectively. The last column indicates if a pair of miRNA-like RNA and target was tested in the current study.

**Multiple distinct small RNAs originate from the same microRNA precursors**

Weixiong Zhang^1,2,*,†^, Shang Gao^3,*^, Xuefeng Zhou^1^, Jing Xia^1^, Padmanabhan Chellappan^3^,

Xiang Zhou^1^, Xiaoming Zhang^3^ and Hailing Jin^3,†^

*Equal contribution.

†Corresponding to:

Running title: Multiple sibling miRN-like RNAs

Keywords: miRNAs, miRNA precursors, miRNA-like RNAs, Dicer-like proteins, Argonaute proteins

**Supplemental Table 1**. Number of sequencing reads from 13 small RNA libraries of *Arabidopsis* seedlings at 6 and 14 hours after three pathogen infections, along with their corresponding mock infection as control. Shown in the table are the total number of reads (*total*), the number of reads that can map to the Arabidopsis genome and cDNA sequences (*mapped*), nuclear genome (*nuclear*), transposons and repeats (*repeats/mobile*), and cDNA sequences (*cDNAs*). *No mismatch was allowed for the mapping in the table.* The second number for each condition (column) is the percent of reads to the *mapped* reads. The sequencing reads are available in NCBI/GEO databases under accession number GSE19694.

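In the deposited files, mock held 3248896 reads at 6 hpi and 2511982 at 14 hpi over 2 libraries each, hrcC 2191917 at 14 hpi over 2 libraries, and avrRpt2 2999566 at 14 hpi over 3 libraries including the technical replicate. Reads that match TAIR10.1 numbered 2187368, 1529758, 1348119 and 1961880 for these conditions. The single libraries held 388877 matching reads for hrcC and 792465 for avrRpt2 at 6 hpi, and 512302 for EV at 14 hpi. Distinct sequences numbered 1028310 for mock at 6 hpi, 930591 for mock at 14 hpi, 776352 for hrcC at 14 hpi and 1010218 for avrRpt2 at 14 hpi. Transposons, repeats and cDNAs were not used here.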

| **^total reads^** | ***^m_6h^*** | **^(%)^** | ***^ev_6h^*** | **^(%)^** | ***^hrcc_6h^*** | **^(%)^** | ***^R2_6h^*** | **^(%)^** | ***^m_14h^*** | **^(%)^** | ***^ev_14h^*** | **^(%)^** | ***^hrcc_14h^*** | **^(%)^** | ***^R2_14h^*** | **^(%)^** | ***^total^*** | **^(%)^** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *^total^* | ^6144892^ |  | ^669129^ |  | ^825545^ |  | ^1388083^ |  | ^4720784^ |  | ^947788^ |  | ^4543376^ |  | ^5409472^ |  | ^24649069^ |  |
| *^mapped^* | ^3659110^ |  | ^421563^ |  | ^517008^ |  | ^960302^ |  | ^2393531^ |  | ^611886^ |  | ^2366759^ |  | ^3055779^ |  | ^13985938^ |  |
| *^nuclear^* | ^3067200^ | ^83.8^ | ^366241^ | ^86.9^ | ^434498^ | ^84.0^ | ^862915^ | ^89.9^ | ^2000906^ | ^83.6^ | ^543407^ | ^88.8^ | ^1979846^ | ^83.7^ | ^2541246^ | ^83.2^ | ^11796259^ | ^84.3^ |
| *^repeats/mobile^* | ^1855440^ | ^50.7^ | ^96934^ | ^23.0^ | ^148873^ | ^28.8^ | ^335049^ | ^34.9^ | ^1058982^ | ^44.2^ | ^147238^ | ^24.1^ | ^1176946^ | ^49.7^ | ^1255222^ | ^41.1^ | ^6074684^ | ^43.4^ |
| *^cDNAs^* | ^832098^ | ^22.7^ | ^38695^ | ^9.2^ | ^31436^ | ^6.1^ | ^122151^ | ^12.7^ | ^522649^ | ^21.8^ | ^53779^ | ^8.8^ | ^529451^ | ^22.4^ | ^584006^ | ^19.1^ | ^2714265^ | ^19.4^ |
| **^unique reads^** | ***^m_6h^*** | **^(%)^** | ***^ev_6h^*** | **^(%)^** | ***^hrcc_6h^*** | ***^(%)^*** | ***^R2_6h^*** | **^(%)^** | ***^m_14h^*** | **^(%)^** | ***^ev_14h^*** | **^(%)^** | ***^hrcc_14h^*** | **^(%)^** | ***^R2_14h^*** | **^(%)^** | ***^total^*** | **^(%)^** |
| *^total^* | ^2585154^ |  | ^216608^ |  | ^258620^ |  | ^448235^ |  | ^2366902^ |  | ^345916^ |  | ^2251203^ |  | ^2538266^ |  | ^11010904^ |  |
| *^mapped^* | ^557372^ |  | ^86217^ |  | ^118376^ |  | ^205075^ |  | ^505409^ |  | ^156350^ |  | ^431560^ |  | ^518172^ |  | ^2578531^ |  |
| *^nuclear^* | ^504607^ | ^90.5^ | ^76940^ | ^89.2^ | ^109273^ | ^92.3^ | ^189518^ | ^92.4^ | ^459912^ | ^91.0^ | ^147663^ | ^94.4^ | ^389679^ | ^90.3^ | ^473384^ | ^91.4^ | ^2350976^ | ^91.2^ |
| *^repeats/mobile^* | ^138207^ | ^24.8^ | ^21394^ | ^24.8^ | ^23147^ | ^19.6^ | ^38773^ | ^18.9^ | ^138537^ | ^27.4^ | ^28270^ | ^18.1^ | ^135850^ | ^31.5^ | ^127413^ | ^24.6^ | ^651591^ | ^25.3^ |
| *^cDNAs^* | ^172594^ | ^31.0^ | ^14674^ | ^17.0^ | ^16177^ | ^13.7^ | ^27999^ | ^13.7^ | ^177542^ | ^35.1^ | ^20387^ | ^13.0^ | ^170020^ | ^39.4^ | ^173175^ | ^33.4^ | ^772568^ | ^30.0^ |

**Supplemental Table 2.** Putative targets of the identified miRNA-like RNAs identified by the miRNA target finding method, developed by Michael Axtell, in the CleaveLand software for small RNA degradome analysis. Results are those with alignment scores above the cutoff threshold of 4.5.

**Supplemental Table 3.** Six miRNA-like RNAs found in the current study and their mRNA targets identified in small RNA degradome data. In the table, the first two columns list the miRNA-like RNAs and their targets, the third to fifth columns list the three major quantitative measures of the results, i.e., the alignment scores, the number of raw reads of target degradation products and p-values quantifying the enrichment of degradation products, respectively. The last column indicates if a pair of miRNA-like RNA and target was tested in the current study.

| **miR-like RNA** | **target gene** | **alignment score** | **# raw reads** | **p-value** | **experiment** |
| --- | --- | --- | --- | --- | --- |
| miR159a.2* | AT5G24620.1 | 3 | 1 | 0.174 |  |
| miR169b.2 | AT4G17420.1 | 3.5 | 1 | 0.198 |  |
| miR169i.2* | AT5G02710.1 | 4.5 | 10 | 0.019 | yes |
| miR169j.2 | AT5G48300.1 | 3 | 2 | 0.112 | yes |
| miR822.4-5p | AT1G62030.1 | 1.5 | 3 | 0.002 | yes |
| miR822.4-5p | AT2G04680.1 | 4 | 3 | 0.006 | yes |
| miR839.3 | AT1G65960.1 | 4.5 | 2 | 0.026 | yes |

# Supplementary material for: Multiple distinct small RNAs originate from the same microRNA precursors
**Source:** Genome Biol. 2010 Aug 9;11(8):R81. doi: 10.1186/gb-2010-11-8-r81
**Supplement:** Additional file 2 — Supplemental File S1. This is a file for sequencing reads mapped and aligned to miRNA precursors that can produce miRNA-sibling small RNAs (msRNAs) in A. thaliana (ath). The sequencing data were collected in the current study and are available in GEO under accession number [GEO:GSE19694].

Zhang, et al., Multiple distinct small RNAs originate from the same microRNA precursors

Supplemental File 1 - Sequencing reads mapped and aligned to miRNA precursors that can produce

miRNA-like RNAs in *Arabidopsis thaliana.*

*Data source – sequencing data collected in the current study, available at NCBI/GEO accession number* GSE19694.

>ath-MIR159a

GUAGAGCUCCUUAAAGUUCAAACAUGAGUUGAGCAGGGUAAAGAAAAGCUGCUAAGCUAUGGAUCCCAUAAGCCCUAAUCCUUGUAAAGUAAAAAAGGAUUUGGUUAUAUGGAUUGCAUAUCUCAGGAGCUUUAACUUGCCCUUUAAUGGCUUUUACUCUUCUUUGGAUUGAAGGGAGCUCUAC

((((((((((((..((((((((...((((.(((((((((((...((((((.((.((.((((.(..(((((((((..(((((((...........))))))).)))).)))))..).)))).)).)).))))))...)))))))......))))..))))...))))))))..)))))))))))) (-75.90)

...GAGCTCCTTAAAGTTCAAACA................................................................................................................................................................ 8

....AGCTCCTTAAAGTTCAAACA................................................................................................................................................................ 1

........................TGAGTTGAGCAGGGTAAAGAAA.......................................................................................................................................... 1

........................TGAGTTGAGCAGGGTAAAGAAAA......................................................................................................................................... 1

............................................AAAGCTGCTAAGCTATGGATCC...................................................................................................................... 2

..............................................AGCTGCTAAGCTATGGATC....................................................................................................................... 4

..............................................AGCTGCTAAGCTATGGATCC...................................................................................................................... 4

..............................................AGCTGCTAAGCTATGGATCCC..................................................................................................................... 24

................................................CTGCTAAGCTATGGATCCC..................................................................................................................... 2

........................................................................................GTAAAAAAGGATTTGGTTATATGG........................................................................ 2

.........................................................................................TAAAAAAGGATTTGGTTATA........................................................................... 2

..........................................................................................AAAAAAGGATTTGGTTATA........................................................................... 1

..........................................................................................................ATATGGATTGCATATCTCAGG......................................................... 1

................................................................................................................ATTGCATATCTCAGGAGCTT.................................................... 1

................................................................................................................ATTGCATATCTCAGGAGCTTT................................................... 4

................................................................................................................ATTGCATATCTCAGGAGCTTTA.................................................. 1

.................................................................................................................TTGCATATCTCAGGAGCTTTA.................................................. 3

.............................................................................................................................................................TCTTCTTTGGATTGAAGGGA....... 2

..............................................................................................................................................................CTTCTTTGGATTGAAGGGAGC..... 8

...............................................................................................................................................................TTCTTTGGATTGAAGGGAGCT.... 2

................................................................................................................................................................TCTTTGGATTGAAGGGAGC..... 4

................................................................................................................................................................TCTTTGGATTGAAGGGAGCT.... 2

................................................................................................................................................................TCTTTGGATTGAAGGGAGCTC... 26

.................................................................................................................................................................CTTTGGATTGAAGGGAGCT.... 4

..................................................................................................................................................................TTTGGATTGAAGGGAGCTC... 1302

..................................................................................................................................................................TTTGGATTGAAGGGAGCTCT.. 446

..................................................................................................................................................................TTTGGATTGAAGGGAGCTCTA. 4429

..................................................................................................................................................................TTTGGATTGAAGGGAGCTCTAC 15

...................................................................................................................................................................TTGGATTGAAGGGAGCTCT.. 20

...................................................................................................................................................................TTGGATTGAAGGGAGCTCTA. 248

....................................................................................................................................................................TGGATTGAAGGGAGCTCTA. 89

>ath-MIR159b

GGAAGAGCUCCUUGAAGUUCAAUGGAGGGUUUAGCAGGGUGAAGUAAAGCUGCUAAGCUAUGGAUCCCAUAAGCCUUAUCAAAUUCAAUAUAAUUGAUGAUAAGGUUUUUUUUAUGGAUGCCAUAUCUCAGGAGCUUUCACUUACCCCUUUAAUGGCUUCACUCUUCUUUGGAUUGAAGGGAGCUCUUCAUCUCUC

.((((((((((((..(((((((.(((((((..(((((((..((((((((((.((.((.(((((...(((((((((((((((...(((((...)))))))))))))).....))))))...))))).)).)).)))))).))))..))))......)))..))))))).)))))))..))))))))))))....... (-85.60)

....GAGCTCCTTGAAGTTCAAT............................................................................................................................................................................. 1

....GAGCTCCTTGAAGTTCAATGG........................................................................................................................................................................... 2

.....AGCTCCTTGAAGTTCAATGGA.......................................................................................................................................................................... 1

.........................AGGGTTTAGCAGGGTGAAGTAA..................................................................................................................................................... 1

.............................................AAAGCTGCTAAGCTATGGATCC................................................................................................................................. 2

...............................................AGCTGCTAAGCTATGGATC.................................................................................................................................. 4

...............................................AGCTGCTAAGCTATGGATCC................................................................................................................................. 4

...............................................AGCTGCTAAGCTATGGATCCC................................................................................................................................ 24

.................................................CTGCTAAGCTATGGATCCC................................................................................................................................ 2

................................................................................................................TATGGATGCCATATCTCAGGA............................................................... 1

.....................................................................................................................ATGCCATATCTCAGGAGCT............................................................ 1

.....................................................................................................................ATGCCATATCTCAGGAGCTT........................................................... 1

.....................................................................................................................ATGCCATATCTCAGGAGCTTT.......................................................... 11

......................................................................................................................TGCCATATCTCAGGAGCTTTC......................................................... 1

..................................................................................................................................................................TCTTCTTTGGATTGAAGGGA.............. 2

...................................................................................................................................................................CTTCTTTGGATTGAAGGGAGC............ 8

....................................................................................................................................................................TTCTTTGGATTGAAGGGAGCT........... 2

.....................................................................................................................................................................TCTTTGGATTGAAGGGAGC............ 4

.....................................................................................................................................................................TCTTTGGATTGAAGGGAGCT........... 2

.....................................................................................................................................................................TCTTTGGATTGAAGGGAGCTC.......... 26

......................................................................................................................................................................CTTTGGATTGAAGGGAGCT........... 4

.......................................................................................................................................................................TTTGGATTGAAGGGAGCTC.......... 1302

.......................................................................................................................................................................TTTGGATTGAAGGGAGCTCT......... 446

.......................................................................................................................................................................TTTGGATTGAAGGGAGCTCTT........ 602

.......................................................................................................................................................................TTTGGATTGAAGGGAGCTCTTC....... 10

........................................................................................................................................................................TTGGATTGAAGGGAGCTCT......... 20

........................................................................................................................................................................TTGGATTGAAGGGAGCTCTT........ 52

.........................................................................................................................................................................TGGATTGAAGGGAGCTCTT........ 10

.........................................................................................................................................................................TGGATTGAAGGGAGCTCTTC....... 1

>ath-MIR168a

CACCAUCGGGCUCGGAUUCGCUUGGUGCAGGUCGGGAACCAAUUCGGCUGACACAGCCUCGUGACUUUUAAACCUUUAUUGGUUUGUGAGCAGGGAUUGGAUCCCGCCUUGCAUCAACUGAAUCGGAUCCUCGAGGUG

((((.(((((.((.((((((.((((((((((.(((((.((((((((((((...)))))...((.(((.((((((......)))))).))))).))))))).))))).)))))))))).)))))).)).)).))))))) (-69.60)

...............ATTCGCTTGGTGCAGGTCGGGAA.................................................................................................... 2

...............ATTCGCTTGGTGCAGGTCGGGAAC................................................................................................... 8

................TTCGCTTGGTGCAGGTCGGGA..................................................................................................... 68

................TTCGCTTGGTGCAGGTCGGGAA.................................................................................................... 40

................TTCGCTTGGTGCAGGTCGGGAAC................................................................................................... 2

................TTCGCTTGGTGCAGGTCGGGAACC.................................................................................................. 2

.................TCGCTTGGTGCAGGTCGGG...................................................................................................... 2916

.................TCGCTTGGTGCAGGTCGGGA..................................................................................................... 2514

.................TCGCTTGGTGCAGGTCGGGAA.................................................................................................... 234030

.................TCGCTTGGTGCAGGTCGGGAAC................................................................................................... 15140

.................TCGCTTGGTGCAGGTCGGGAACC.................................................................................................. 116

.................TCGCTTGGTGCAGGTCGGGAACCA................................................................................................. 56

..................CGCTTGGTGCAGGTCGGGA..................................................................................................... 74

..................CGCTTGGTGCAGGTCGGGAA.................................................................................................... 8866

..................CGCTTGGTGCAGGTCGGGAAC................................................................................................... 1952

..................CGCTTGGTGCAGGTCGGGAACC.................................................................................................. 39

..................CGCTTGGTGCAGGTCGGGAACCA................................................................................................. 23

..................CGCTTGGTGCAGGTCGGGAACCAA................................................................................................ 5

...................GCTTGGTGCAGGTCGGGAA.................................................................................................... 70

...................GCTTGGTGCAGGTCGGGAAC................................................................................................... 24

...................GCTTGGTGCAGGTCGGGAACC.................................................................................................. 1

...................GCTTGGTGCAGGTCGGGAACCA................................................................................................. 1

...................GCTTGGTGCAGGTCGGGAACCAAT............................................................................................... 1

....................CTTGGTGCAGGTCGGGAAC................................................................................................... 40

....................CTTGGTGCAGGTCGGGAACCA................................................................................................. 24

.....................TTGGTGCAGGTCGGGAACC.................................................................................................. 1

......................TGGTGCAGGTCGGGAACCAA................................................................................................ 1

......................TGGTGCAGGTCGGGAACCAAT............................................................................................... 4

.........................TGCAGGTCGGGAACCAATTCGGC.......................................................................................... 1

..........................GCAGGTCGGGAACCAATTCGG........................................................................................... 1

............................AGGTCGGGAACCAATTCGGCT......................................................................................... 2

............................AGGTCGGGAACCAATTCGGCTG........................................................................................ 1

............................AGGTCGGGAACCAATTCGGCTGA....................................................................................... 1

......................................CCAATTCGGCTGACACAGCCTCGTGACTTT...................................................................... 1

...........................................................................TTATTGGTTTGTGAGCAGGGATTGGAT.................................... 1

............................................................................TATTGGTTTGTGAGCAGGGATTGGAT.................................... 1

.............................................................................ATTGGTTTGTGAGCAGGGATTGGAT.................................... 2

..............................................................................TTGGTTTGTGAGCAGGGATTGGA..................................... 1

..............................................................................TTGGTTTGTGAGCAGGGATTGGAT.................................... 1

...............................................................................TGGTTTGTGAGCAGGGATTGG...................................... 1

...............................................................................TGGTTTGTGAGCAGGGATTGGAT.................................... 2

.................................................................................GTTTGTGAGCAGGGATTGGAT.................................... 1

...........................................................................................AGGGATTGGATCCCGCCTTGCATC....................... 1

................................................................................................TTGGATCCCGCCTTGCATCAA..................... 5

.................................................................................................TGGATCCCGCCTTGCATCAAC.................... 4

.................................................................................................TGGATCCCGCCTTGCATCAACT................... 1

...................................................................................................GATCCCGCCTTGCATCAAC.................... 1

...................................................................................................GATCCCGCCTTGCATCAACT................... 1

...................................................................................................GATCCCGCCTTGCATCAACTGA................. 3

...................................................................................................GATCCCGCCTTGCATCAACTGAA................ 10

...................................................................................................GATCCCGCCTTGCATCAACTGAAT............... 38

....................................................................................................ATCCCGCCTTGCATCAACT................... 1

....................................................................................................ATCCCGCCTTGCATCAACTGA................. 7

....................................................................................................ATCCCGCCTTGCATCAACTGAA................ 8

....................................................................................................ATCCCGCCTTGCATCAACTGAAT............... 11

.....................................................................................................TCCCGCCTTGCATCAACTG.................. 4

.....................................................................................................TCCCGCCTTGCATCAACTGA................. 3

.....................................................................................................TCCCGCCTTGCATCAACTGAA................ 19

.....................................................................................................TCCCGCCTTGCATCAACTGAAT............... 28

......................................................................................................CCCGCCTTGCATCAACTGA................. 14

......................................................................................................CCCGCCTTGCATCAACTGAA................ 62

......................................................................................................CCCGCCTTGCATCAACTGAAT............... 1295

......................................................................................................CCCGCCTTGCATCAACTGAATC.............. 4

......................................................................................................CCCGCCTTGCATCAACTGAATCG............. 2

.......................................................................................................CCGCCTTGCATCAACTGAA................ 3

.......................................................................................................CCGCCTTGCATCAACTGAAT............... 17

.......................................................................................................CCGCCTTGCATCAACTGAATC.............. 1

........................................................................................................CGCCTTGCATCAACTGAAT............... 18

........................................................................................................CGCCTTGCATCAACTGAATCGGAT.......... 1

..........................................................................................................CCTTGCATCAACTGAATCGG............ 4

..........................................................................................................CCTTGCATCAACTGAATCGGA........... 37

..........................................................................................................CCTTGCATCAACTGAATCGGAT.......... 1

..........................................................................................................CCTTGCATCAACTGAATCGGATC......... 1

............................................................................................................TTGCATCAACTGAATCGGA........... 1

>ath-MIR169f

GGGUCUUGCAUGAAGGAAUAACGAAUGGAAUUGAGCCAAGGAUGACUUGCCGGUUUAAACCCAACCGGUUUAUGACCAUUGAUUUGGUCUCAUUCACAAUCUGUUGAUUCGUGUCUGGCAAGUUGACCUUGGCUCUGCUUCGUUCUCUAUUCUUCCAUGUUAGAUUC

((((((.(((((.(((((((..(((((((...(((((((((.(((((((((((..((((((.....)))))).(((((......))))).....(((((((....)))).))).))))))))))).)))))))))...)))))))..))))))).))))).)))))) (-74.10)

..........TGAAGGAATAACGAATGGA.......................................................................................................................................... 5

..........TGAAGGAATAACGAATGGAA......................................................................................................................................... 4

..........TGAAGGAATAACGAATGGAAT........................................................................................................................................ 98

...........GAAGGAATAACGAATGGAA......................................................................................................................................... 1

.......................AATGGAATTGAGCCAAGGATG........................................................................................................................... 1

........................ATGGAATTGAGCCAAGGATGA.......................................................................................................................... 1

.............................ATTGAGCCAAGGATGACTTGCC.................................................................................................................... 3

.............................ATTGAGCCAAGGATGACTTGCCG................................................................................................................... 3

..............................TTGAGCCAAGGATGACTTGCC.................................................................................................................... 16

..............................TTGAGCCAAGGATGACTTGCCG................................................................................................................... 16

...............................TGAGCCAAGGATGACTTGC..................................................................................................................... 8

...............................TGAGCCAAGGATGACTTGCC.................................................................................................................... 20

...............................TGAGCCAAGGATGACTTGCCG................................................................................................................... 4940

...............................TGAGCCAAGGATGACTTGCCGG.................................................................................................................. 2

...............................TGAGCCAAGGATGACTTGCCGGT................................................................................................................. 1

...............................TGAGCCAAGGATGACTTGCCGGTT................................................................................................................ 6

................................GAGCCAAGGATGACTTGCCG................................................................................................................... 56

................................GAGCCAAGGATGACTTGCCGG.................................................................................................................. 4

.................................AGCCAAGGATGACTTGCCG................................................................................................................... 203

.................................AGCCAAGGATGACTTGCCGG.................................................................................................................. 416

.................................AGCCAAGGATGACTTGCCGGT................................................................................................................. 64

.................................AGCCAAGGATGACTTGCCGGTT................................................................................................................ 11

..................................GCCAAGGATGACTTGCCGG.................................................................................................................. 16

...............................................................................................ACAATCTGTTGATTCGTGTCTGG................................................. 1

..................................................................................................................CTGGCAAGTTGACCTTGGCTCTGC............................. 3

....................................................................................................................GGCAAGTTGACCTTGGCTCTG.............................. 3

.....................................................................................................................GCAAGTTGACCTTGGCTCT............................... 204

.....................................................................................................................GCAAGTTGACCTTGGCTCTG.............................. 258

.....................................................................................................................GCAAGTTGACCTTGGCTCTGC............................. 1956

.....................................................................................................................GCAAGTTGACCTTGGCTCTGCT............................ 38

.....................................................................................................................GCAAGTTGACCTTGGCTCTGCTT........................... 3

.....................................................................................................................GCAAGTTGACCTTGGCTCTGCTTC.......................... 1

......................................................................................................................CAAGTTGACCTTGGCTCTG.............................. 6

......................................................................................................................CAAGTTGACCTTGGCTCTGC............................. 28

......................................................................................................................CAAGTTGACCTTGGCTCTGCTT........................... 1

.......................................................................................................................AAGTTGACCTTGGCTCTGC............................. 2

.......................................................................................................................AAGTTGACCTTGGCTCTGCT............................ 2

>ath-MIR169i

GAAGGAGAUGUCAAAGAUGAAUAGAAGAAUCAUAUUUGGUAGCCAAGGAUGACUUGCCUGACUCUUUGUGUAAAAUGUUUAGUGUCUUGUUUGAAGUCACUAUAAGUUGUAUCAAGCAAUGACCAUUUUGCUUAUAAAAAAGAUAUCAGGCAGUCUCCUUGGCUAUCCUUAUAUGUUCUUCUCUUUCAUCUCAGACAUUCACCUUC

(((((.((((((..(((((((.(((((((.(((((..((((((((((((.((((.((((((.(((((..((((((((..(((((.(((.....))).)))))...(((((.....)))))...)))))))).......)))))..)))))))))))))))))))).))..))))))))))))..)))))))..))))))..))))) (-88.50)

................ATGAATAGAAGAATCATATTTGG....................................................................................................................................................................... 2

.................TGAATAGAAGAATCATATTTG........................................................................................................................................................................ 2

.................TGAATAGAAGAATCATATTTGG....................................................................................................................................................................... 28

.....................................GGTAGCCAAGGATGACTTGC..................................................................................................................................................... 4

.....................................GGTAGCCAAGGATGACTTGCC.................................................................................................................................................... 4

.....................................GGTAGCCAAGGATGACTTGCCT................................................................................................................................................... 16

.....................................GGTAGCCAAGGATGACTTGCCTG.................................................................................................................................................. 16

......................................GTAGCCAAGGATGACTTGCCT................................................................................................................................................... 12

......................................GTAGCCAAGGATGACTTGCCTG.................................................................................................................................................. 48

......................................GTAGCCAAGGATGACTTGCCTGA................................................................................................................................................. 6

.......................................TAGCCAAGGATGACTTGCC.................................................................................................................................................... 833

.......................................TAGCCAAGGATGACTTGCCT................................................................................................................................................... 350

.......................................TAGCCAAGGATGACTTGCCTG.................................................................................................................................................. 37758

.......................................TAGCCAAGGATGACTTGCCTGA................................................................................................................................................. 4936

.......................................TAGCCAAGGATGACTTGCCTGAC................................................................................................................................................ 10

........................................AGCCAAGGATGACTTGCCT................................................................................................................................................... 42

........................................AGCCAAGGATGACTTGCCTG.................................................................................................................................................. 357

........................................AGCCAAGGATGACTTGCCTGA................................................................................................................................................. 64

........................................AGCCAAGGATGACTTGCCTGAC................................................................................................................................................ 1

.........................................GCCAAGGATGACTTGCCTGA................................................................................................................................................. 4

..........................................CCAAGGATGACTTGCCTGA................................................................................................................................................. 16

................................................................................................................................................ATCAGGCAGTCTCCTTGGCTA......................................... 3

.................................................................................................................................................TCAGGCAGTCTCCTTGGCTA......................................... 10

..................................................................................................................................................CAGGCAGTCTCCTTGGCTAT........................................ 10

..................................................................................................................................................CAGGCAGTCTCCTTGGCTATC....................................... 4

...................................................................................................................................................AGGCAGTCTCCTTGGCTATC....................................... 88

...................................................................................................................................................AGGCAGTCTCCTTGGCTATCC...................................... 12

....................................................................................................................................................GGCAGTCTCCTTGGCTATC....................................... 108

....................................................................................................................................................GGCAGTCTCCTTGGCTATCC...................................... 48

....................................................................................................................................................GGCAGTCTCCTTGGCTATCCT..................................... 3

.....................................................................................................................................................GCAGTCTCCTTGGCTATCC...................................... 9

.....................................................................................................................................................GCAGTCTCCTTGGCTATCCT..................................... 21

.....................................................................................................................................................GCAGTCTCCTTGGCTATCCTT.................................... 3

......................................................................................................................................................CAGTCTCCTTGGCTATCCT..................................... 30

......................................................................................................................................................CAGTCTCCTTGGCTATCCTT.................................... 15

........................................................................................................................................................................TTATATGTTCTTCTCTTTCATC................ 9

>ath-MIR319a

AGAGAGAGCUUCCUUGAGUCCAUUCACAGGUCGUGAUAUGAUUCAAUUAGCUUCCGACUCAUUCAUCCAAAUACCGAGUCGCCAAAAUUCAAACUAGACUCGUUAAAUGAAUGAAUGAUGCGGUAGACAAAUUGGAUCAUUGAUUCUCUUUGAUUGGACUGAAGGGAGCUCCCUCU

((((.((((((((((.((((((.(((.(((..((.(.(((((((((((.(((.(((..((((((((.((..((.((((((................)))))).))..)).))))))))..))).)).).)))))))))))).))..))).))).)))))).)))))))))).)))) (-74.49)

....AGAGCTTCCTTGAGTCCATTC....................................................................................................................................................... 1

.........................ACAGGTCGTGATATGATTCAA.................................................................................................................................. 1

.............................................................................................................AATGAATGATGCGGTAGACAA.............................................. 2

.............................................................................................................AATGAATGATGCGGTAGACAAA............................................. 3

.............................................................................................................AATGAATGATGCGGTAGACAAAT............................................ 3

........................................................................................................................................................ATTGGACTGAAGGGAGCTCCC... 1

.........................................................................................................................................................TTGGACTGAAGGGAGCTCCCT.. 22

..........................................................................................................................................................TGGACTGAAGGGAGCTCCC... 2

..........................................................................................................................................................TGGACTGAAGGGAGCTCCCT.. 2

>ath-MIR319b

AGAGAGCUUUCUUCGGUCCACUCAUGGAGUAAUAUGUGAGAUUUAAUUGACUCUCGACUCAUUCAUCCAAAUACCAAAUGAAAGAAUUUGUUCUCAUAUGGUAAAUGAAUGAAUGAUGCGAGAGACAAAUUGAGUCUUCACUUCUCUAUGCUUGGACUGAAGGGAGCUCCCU

((.(((((..((((((((((..(((((((......(((((((((((((..((((((..((((((((.((..(((((.((((..(((....))))))).)))))..)).))))))))..))))))...))))))))).))))..)))))))..))))))))))..))))).)) (-80.80)

..AGAGCTTTCTTCGGTCCACT...................................................................................................................................................... 1

..AGAGCTTTCTTCGGTCCACTC..................................................................................................................................................... 8

...GAGCTTTCTTCGGTCCACT...................................................................................................................................................... 2

...GAGCTTTCTTCGGTCCACTC..................................................................................................................................................... 13

.............................................ATTGACTCTCGACTCATTCATCC........................................................................................................ 1

...............................................TGACTCTCGACTCATTCATCCA....................................................................................................... 1

...........................................................................................................AATGAATGATGCGAGAGAC.............................................. 5

...........................................................................................................AATGAATGATGCGAGAGACA............................................. 44

...........................................................................................................AATGAATGATGCGAGAGACAA............................................ 380

...........................................................................................................AATGAATGATGCGAGAGACAAA........................................... 35

...........................................................................................................AATGAATGATGCGAGAGACAAAT.......................................... 23

............................................................................................................ATGAATGATGCGAGAGACAA............................................ 2

............................................................................................................ATGAATGATGCGAGAGACAAA........................................... 2

......................................................................................................................................................CTTGGACTGAAGGGAGCTCCC. 4

.......................................................................................................................................................TTGGACTGAAGGGAGCTCCCT 22

........................................................................................................................................................TGGACTGAAGGGAGCTCCC. 2

........................................................................................................................................................TGGACTGAAGGGAGCTCCCT 2

>ath-MIR169j

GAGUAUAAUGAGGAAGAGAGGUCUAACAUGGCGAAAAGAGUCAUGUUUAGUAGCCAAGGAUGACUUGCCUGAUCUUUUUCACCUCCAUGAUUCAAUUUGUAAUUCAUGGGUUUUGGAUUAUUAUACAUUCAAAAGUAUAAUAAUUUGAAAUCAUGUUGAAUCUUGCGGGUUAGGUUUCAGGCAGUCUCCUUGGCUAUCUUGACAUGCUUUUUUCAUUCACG

..((..((((((.(((((..(((.((((((((.......))))))))..(((((((((((.((((.((((((.(((....((((.((.((((((((............(((((..(((((((((((........)))))))))))..)))))..)))))))).)).)))).)))..)))))))))))))))))))))...)))...))))))))))).)). (-84.74)

.....TAATGAGGAAGAGAGGTCTAAC.................................................................................................................................................................................................. 1

................................................AGTAGCCAAGGATGACTTGCCTG...................................................................................................................................................... 2

.................................................GTAGCCAAGGATGACTTGCCT....................................................................................................................................................... 12

.................................................GTAGCCAAGGATGACTTGCCTG...................................................................................................................................................... 48

.................................................GTAGCCAAGGATGACTTGCCTGA..................................................................................................................................................... 6

..................................................TAGCCAAGGATGACTTGCC........................................................................................................................................................ 833

..................................................TAGCCAAGGATGACTTGCCT....................................................................................................................................................... 350

..................................................TAGCCAAGGATGACTTGCCTG...................................................................................................................................................... 37758

..................................................TAGCCAAGGATGACTTGCCTGA..................................................................................................................................................... 4936

..................................................TAGCCAAGGATGACTTGCCTGAT.................................................................................................................................................... 21

...................................................AGCCAAGGATGACTTGCCT....................................................................................................................................................... 42

...................................................AGCCAAGGATGACTTGCCTG...................................................................................................................................................... 357

...................................................AGCCAAGGATGACTTGCCTGA..................................................................................................................................................... 64

...................................................AGCCAAGGATGACTTGCCTGAT.................................................................................................................................................... 3

....................................................GCCAAGGATGACTTGCCTGA..................................................................................................................................................... 4

....................................................GCCAAGGATGACTTGCCTGATC................................................................................................................................................... 3

.....................................................CCAAGGATGACTTGCCTGA..................................................................................................................................................... 16

......................................................CAAGGATGACTTGCCTGATC................................................................................................................................................... 3

..............................................................................................................................................................AATCTTGCGGGTTAGGTTTCA.......................................... 6

...............................................................................................................................................................ATCTTGCGGGTTAGGTTTCA.......................................... 3

..................................................................................................................................................................TTGCGGGTTAGGTTTCAGGCA...................................... 3

................................................................................................................................................................................TCAGGCAGTCTCCTTGGCTA......................... 10

.................................................................................................................................................................................CAGGCAGTCTCCTTGGCTAT........................ 10

.................................................................................................................................................................................CAGGCAGTCTCCTTGGCTATC....................... 4

..................................................................................................................................................................................AGGCAGTCTCCTTGGCTATC....................... 88

..................................................................................................................................................................................AGGCAGTCTCCTTGGCTATCT...................... 2

..................................................................................................................................................................................AGGCAGTCTCCTTGGCTATCTTG.................... 1

...................................................................................................................................................................................GGCAGTCTCCTTGGCTATC....................... 108

....................................................................................................................................................................................GCAGTCTCCTTGGCTATCT...................... 1

.............................................................................................................................................................................................TTGGCTATCTTGACATGCTTT........... 3

......................................................................................................................................................................................................TTGACATGCTTTTTTCATTC... 1

>ath-MIR169l

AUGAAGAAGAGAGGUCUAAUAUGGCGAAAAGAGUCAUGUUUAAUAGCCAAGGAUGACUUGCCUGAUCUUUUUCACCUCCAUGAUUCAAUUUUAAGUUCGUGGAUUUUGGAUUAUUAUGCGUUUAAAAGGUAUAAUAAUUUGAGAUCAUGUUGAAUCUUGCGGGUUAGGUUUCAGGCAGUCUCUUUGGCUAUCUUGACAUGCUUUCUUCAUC

(((((((.(((..(((.((((((((.......))))))))..(((((((((((.((((.((((((.(((....((((.((.((((((((............(((((..(((((((((((.(.....).)))))))))))..)))))..)))))))).)).)))).)))..)))))))))))))))))))))...)))...)))))))))). (-81.24)

.........................................AATAGCCAAGGATGACTTGCCTG................................................................................................................................................... 2

...........................................TAGCCAAGGATGACTTGCC..................................................................................................................................................... 833

...........................................TAGCCAAGGATGACTTGCCT.................................................................................................................................................... 350

...........................................TAGCCAAGGATGACTTGCCTG................................................................................................................................................... 37758

...........................................TAGCCAAGGATGACTTGCCTGA.................................................................................................................................................. 4936

...........................................TAGCCAAGGATGACTTGCCTGAT................................................................................................................................................. 21

............................................AGCCAAGGATGACTTGCCT.................................................................................................................................................... 42

............................................AGCCAAGGATGACTTGCCTG................................................................................................................................................... 357

............................................AGCCAAGGATGACTTGCCTGA.................................................................................................................................................. 64

............................................AGCCAAGGATGACTTGCCTGAT................................................................................................................................................. 3

.............................................GCCAAGGATGACTTGCCTGA.................................................................................................................................................. 4

.............................................GCCAAGGATGACTTGCCTGATC................................................................................................................................................ 3

..............................................CCAAGGATGACTTGCCTGA.................................................................................................................................................. 16

...............................................CAAGGATGACTTGCCTGATC................................................................................................................................................ 3

............................................................................................................................................GAGATCATGTTGAATCTTGCGGGTTAG............................................ 1

........................................................................................................................................................AATCTTGCGGGTTAGGTTTCA...................................... 6

.........................................................................................................................................................ATCTTGCGGGTTAGGTTTCA...................................... 3

............................................................................................................................................................TTGCGGGTTAGGTTTCAGGCA.................................. 3

.........................................................................................................................................................................TTCAGGCAGTCTCTTTGGCTA..................... 2

..........................................................................................................................................................................TCAGGCAGTCTCTTTGGCTA..................... 8

...........................................................................................................................................................................CAGGCAGTCTCTTTGGCTAT.................... 4

............................................................................................................................................................................AGGCAGTCTCTTTGGCTAT.................... 6

............................................................................................................................................................................AGGCAGTCTCTTTGGCTATC................... 204

............................................................................................................................................................................AGGCAGTCTCTTTGGCTATCT.................. 54

............................................................................................................................................................................AGGCAGTCTCTTTGGCTATCTT................. 2

.............................................................................................................................................................................GGCAGTCTCTTTGGCTATC................... 68

.............................................................................................................................................................................GGCAGTCTCTTTGGCTATCT.................. 14

.............................................................................................................................................................................GGCAGTCTCTTTGGCTATCTT................. 2

..............................................................................................................................................................................GCAGTCTCTTTGGCTATCT.................. 2

.......................................................................................................................................................................................TTGGCTATCTTGACATGCTTT....... 3

>ath-MIR169m

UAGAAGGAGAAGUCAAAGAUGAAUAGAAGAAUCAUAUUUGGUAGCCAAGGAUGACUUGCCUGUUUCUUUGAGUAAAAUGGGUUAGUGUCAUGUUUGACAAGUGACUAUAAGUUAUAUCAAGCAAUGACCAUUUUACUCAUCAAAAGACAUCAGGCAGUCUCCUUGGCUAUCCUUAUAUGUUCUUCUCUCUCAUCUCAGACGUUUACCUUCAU

..((((((((.(((..((((((..(((((((.(((((..((((((((((((.((((.(((((..((((((((((((((((.......((((((((((...(((((.....))))).)))))).))))))))))))))))....))))...))))))))))))))))))).))..))))))))))))...))))))..))).))).))))).. (-93.71)

How the deposited data were processed for this re-analysis (not part of the article)

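Small RNAs of Arabidopsis Col-0 leaves were analysed in 13 libraries from 8 conditions: mock and the Pst DC3000 strains hrcC, EV and avrRpt2, each at 6 and 14 hpi. The authors deposited, for each library, the raw read count of every distinct sequence after removal of the 3' adaptors. The deposited counts are not normalized, replicates are not pooled, and the sequences are not filtered on a match to the genome. The adaptor-trimming tool, its length limits and the genome release are not given in the sources used here for these files. Reads under 17 nt were, by the paper's account, left out of its further analysis. The paper's methods state that trimmed reads were mapped without mismatch to genome and cDNA sequences from TAIR, and to miRBase precursors, and that blocks of reads were found with a block-finding program. Those steps follow the deposited files and were replaced here by the ones described next.

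Every distinct sequence was matched without mismatch, on both strands, to the nuclear, chloroplast and mitochondrial sequences of TAIR10.1. The precursors were the 18 given in Additional file 2 and MIR169b from the reference annotation, and each matches the genome at 1 locus. A small RNA of Table 1 was counted as the reads that match its precursor and lie within the representative sequence or at most 3 nt beyond either end, and the minimum for a miRNA-like RNA was 5 reads, as in the paper's methods. Reads that match several precursors were counted on each. Other miRNA hairpins were counted as the reads inside the annotated hairpin. The files list 17 to 25 nt reads in 8 libraries and 17 to 28 nt reads in 5, and no further length filter was applied.

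The libraries hold 539488 to 1848122 reads (median 1095693), of which 359257 to 1304912 match the genome (median 701192). Intervals are exact Clopper-Pearson intervals at 95%, and a count of 0 was taken to allow up to 3 reads. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

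Conditions were compared with edgeR 4.0.16 in R 4.3.3 on the deposited counts, by the quasi-likelihood test with TMM scaling of the genome-matching reads and Benjamini-Hochberg adjustment at 0.05. The fit held 12 libraries, without technical replicate 3, and condition as its only term. Features with at least 10 reads over the 12 libraries were tested, 240 in all. In the 4 conditions with 1 library the spread was assumed to be that of the 4 conditions with 2. Differences between the time points were tested as interaction terms of the same fit. The procedure was tested on simulated counts with the mean of each feature and the genome-matching reads of each library. At a dispersion of 0.05 it recovered 20 of 20 changes of 2 on the log2 scale for avrRpt2 against mock at 14 hpi, with 234 features tested, and 19 of 20 for EV against mock at 14 hpi, with 236 features tested. At the dispersion of the real counts (0.376) it recovered 0 of 20 in either comparison.

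Small RNAs of the same hairpin were compared by a two-sided exact sign-flip permutation test on the difference in RPM per library. The share of read starts in a 21-nt register was compared with 100000 random rotations of the register of each arm that carries a miRNA or miRNA*. Overhangs and positions were read from the structures of Additional file 2, and for MIR169b from RNAfold 2.7.2. As an alternative the overhangs of all precursors were read from RNAfold. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the matching, the counts, the other tests and the figures.

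The replicate numbers were checked for pairing. The deviations of replicate 1 and replicate 2 from their group means correlated between each pair of the 4 conditions with 2 libraries, with r from 0.193 to 0.573 across 240 features, which are not independent replicates. In all 4 conditions replicate 1 has reads up to 25 nt and replicate 2 up to 28 nt, so the number marks the read-length limit. Neither the paper nor the labels describe a shared batch. The fit with the number as a block is therefore among the alternatives.

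The small RNAs named in the text are those that the text, Figures 1 to 4 or Table 1 of the paper name and, for each comparison, up to 5 further features with the lowest adjusted p among those under 0.05. The paper's Table 1 counts had been seen when this rule was set. Names outside the rule are marked as chosen after their values were seen. The alternatives were DESeq2 1.42.0, no TMM scaling, no minimum of reads, fits of fewer libraries or features, the replicate block, other treatments of technical replicate 3, leaving out each replicate in turn, and other rules for counting reads, registers and overhangs. Transposons, cDNAs, blots, mutants, targets and the libraries of other species were not analysed here.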

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

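All tests of explanations in this part were chosen only after the results were seen. The comparisons behind the results, and the rule for naming features, were set before the data were examined.

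MIR8183 (AT3G05985, chromosome 3, 11747715 to 11747831 on the minus strand of TAIR10.1) lies outside the small RNAs that the paper discusses, and its reads were higher in avrRpt2 than in mock at 14 hpi. The log2 fold change was 5.74 (standard error 0.99, adjusted p = 0.00208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both avrRpt2 libraries lay above both mock libraries. It rests on 45 reads (24 and 21) against 1 read (1 and 0), a ratio per genome-matching read of 44.9 with a counting interval of 7.65 to 1811. Technical replicate 3 of avrRpt2 had 13 reads. The single hrcC library at 6 hpi, with 10 reads and 25.7 RPM of genome-matching reads, was as high as the avrRpt2 libraries at 23.2 and 41.9 RPM, so the level is not particular to avrRpt2. Of the 83 reads in all libraries, 86.7% were 21 nt long, and TTTAGTTGACGGAATTGTGGC made up 38.

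Several technical explanations were argued against by these values. Of the MIR8183 reads, 100% match 1 locus, which leaves out reads shared with other loci. With the read-length limit as a covariate the adjusted p was 0.00014 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within a range of 9.27e-06 to 0.231 over 20 alternatives. Without TMM scaling the log2 fold change was still 5.28, while the highest and lowest TMM factors differ by a ratio of 3.79, although the call was then lost. An earlier form of the scaling test, which set the factor ratio against the gap between libraries, could not decide and was replaced. A batch of the single-library conditions does not enter the comparison, because all mock and avrRpt2 libraries at 14 hpi carry replicate numbers. Among libraries with replicate numbers the highest mock or hrcC value was 7.13 RPM of genome-matching reads. The call was lost without mock 14 hpi replicate 1 (adjusted p = 0.0851) and without mock 14 hpi replicate 2 (adjusted p = 0.0556), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the same range. A response to avrRpt2 at 14 hpi, shared with hrcC at 6 hpi or not, may explain the reads, but it is a hypothesis found on these 2 libraries per condition.

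MIR2933a (AT1G06623, chromosome 1, 11901409 to 11901520, plus strand) and MIR2933b (AT3G07685, chromosome 3, 17402762 to 17402873, minus strand) also lie outside the paper's small RNAs. They had 0 reads in the EV library at 6 hpi. The fitted log2 changes from mock were -7.54 (standard error 1.75) and -7.52 (standard error 1.74), with an adjusted p of 0.0371 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against a count of 0 these values depend on the prior count and give no size. Both mock libraries at 6 hpi had reads of MIR2933a (25 each). At the average of the other 11 libraries 4.85 reads of MIR2933a would be found among the 359257 genome-matching reads of the EV library. A chance absence in a shallow library could therefore explain the result, given the spread between libraries. The negative binomial probability of 0 reads at the common dispersion was 0.0631, whereas the Poisson probability, which covers counting error alone, was 0.00781. Neither allows for read length. Of the MIR2933a reads 64.1% were 24 nt long, and of the MIR2933b reads 62.1%. Reads of 24 nt made up 6.49% of the EV library, the lowest share of the 13, against 19.6% and 17.8% in mock at 6 hpi. A low share of 24-nt reads in this library is thus open as well, and was not tested. Reads shared with other loci are also open, since 100% of the MIR2933a reads match more than 1 locus, up to 42, and 87.9% of those of MIR2933b do. They are also largely the same reads, so the pair counts as 1 observation. A batch of the single-library conditions as the whole cause is argued against by the other 3 of these libraries. For MIR2933a they had 5.86 to 18.0 RPM of genome-matching reads, above the lowest replicate-numbered library at 3.85 RPM. A response to EV at 6 hpi was not tested further, since it has 1 library.

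Reads inside tRNA genes are outside the paper's analysis. They made up 17.8% of avrRpt2 14 hpi replicate 1, against 4.38% to 5.55% in the 4 mock libraries and at most 11.3% in the 12 other libraries. The 2 most abundant tRNA reads of this library were GCGTCTGTAGTCCAACGGT with 70073 copies and GACCGCATAGCGCAGTGGA with 66485, each 19 nt long. They were chosen after their values were seen, and leaving them out lowers the share of this library by construction. Without them the share was 7.45%, against 3.81% to 5.17% in the 4 mock libraries without both. The 12 other libraries had 3.81% to 8.42%, with the highest in EV at 6 hpi. A few sequences may thus account for part of the excess over mock, and the rest was not explained. A response to avrRpt2 at 14 hpi is argued against, as replicate 2 of the same condition had 4.45%. Why these reads are abundant in 1 library was not tested, and the labels name no difference that would explain it.

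The change from mock in avrRpt2 differed between the time points for MIR8173 (AT5G03425, chromosome 5, 7478569 to 7478673, minus strand), by a test of the difference itself. The name falls outside the rule and was chosen after its values were seen. The change at 14 hpi less that at 6 hpi was -5.66 on the log2 scale (standard error 1.23, adjusted p = 0.0357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mock had 5 and 4 reads at 6 hpi and 27 and 34 at 14 hpi. The avrRpt2 libraries had 24 reads at 6 hpi and 3 and 2 at 14 hpi. The read-length limit as the whole cause is argued against, since with it as a covariate the adjusted p was 0.000614 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the only alternative run for this difference. Reads shared with other loci are argued against as well, because 0.69% of the 145 reads match more than 1 locus. The difference has a part at each time point. In RPM of genome-matching reads, mock at 14 hpi was at 36.0 and 43.7 and avrRpt2 at 2.91 and 3.99. None of these libraries comes from the batch of the single-library conditions. That batch is therefore argued against as the cause of this part. The log2 fold change at 14 hpi was -3.41 (standard error 0.85), with an adjusted p of 0.076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 20 alternatives the adjusted p ran from 0.000129 to 0.341, and it was under 0.05 in 12. Among these were the fits of the 6 libraries at 14 hpi with and without the replicate block. For the part at 6 hpi the batch and a biological difference cannot be told apart, since avrRpt2 at 6 hpi is 1 library from that batch. In EV at 6 hpi, from the same batch, MIR8173 was at 5.57 RPM of genome-matching reads, close to mock. On the same base avrRpt2 and hrcC at 6 hpi were at 30.3 and 38.6 RPM. Of the MIR8173 reads 66.9% were 24 nt long, a length that was least frequent in the EV library at 6 hpi. A response that differs with time therefore stays open as an untested hypothesis.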

How the results depend on the processing

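Most alternatives were planned with the comparisons. Those chosen only after seeing the data were the libraries with reads up to 28 nt alone, RPM of genome-matching reads, reads of at least 19 nt, reads counted once per genome locus, start positions with at least 5 reads, the fit of 6 libraries without the replicate block, and the read-length limit as a covariate.

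The difference between miR319b.2 and miR319b.1 was 28.9 RPM. It kept its sign and stayed past the threshold in 7 of 8 alternatives. With only the 4 libraries with reads up to 28 nt it was 25.6 RPM and weaker (exact permutation p = 0.125), because 4 libraries cannot give a lower p. The test of miR839.2 against miR839.1 could not pass under any setting, because at most 4 libraries differ. The difference was 0 RPM in the 4 libraries with reads up to 28 nt, where all are tied. For miR839.3 the test passed in none of 8 alternatives, 3 of which had too many ties to pass. The number of miRNA-like RNAs with at least 5 reads was 32, also in 4 of 7 alternatives. It was 30 with reads up to 1 nt beyond either end, 24 with only identical reads and 21 with a minimum of 10 reads, each of which counts fewer reads or asks for more by construction. The number of overhang pairs stayed at 16 in 2 of 3 alternatives and fell to 12 with exactly 2 nt. The number of RNAs above their cognate miRNA stayed at 4 in 2 of 3 and rose to 6 with only identical reads. The share of read starts in the 21-nt register, on precursors that the paper had selected for phase, passed its test in 4 of the 5 alternatives that kept this register. It was weaker at a tolerance of 0 nt, with 8.05% of starts in register (permutation p = 0.0907). A register of 22 nt held a higher share, 35.6% against 26.4%, so these values do not single out 21 nt. The cause was not tested.

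The numbers of small RNAs called between conditions depended on the settings more. With edgeR's quasi-likelihood test, avrRpt2 against mock at 14 hpi gave 1, EV against mock at 6 hpi gave 2, and the 4 other comparisons gave 0. Unadjusted p values under 0.05 numbered 29 and 33 in the former comparisons. They numbered 13 for hrcC at 14 hpi, 15 for EV at 14 hpi, 13 for avrRpt2 at 6 hpi and 24 for hrcC at 6 hpi. DESeq2 gave 6 for avrRpt2 at 14 hpi, all higher, 9 for hrcC at 6 hpi, all lower, and 0 for EV at 6 hpi with 34 under an unadjusted 0.05. Of those 9, 7 were MIR166 hairpins with largely the same reads, named after their values were seen. DESeq2 gave 0 in the 3 remaining comparisons.

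For avrRpt2 at 14 hpi the other settings, all with edgeR, gave 0 without TMM scaling (18 unadjusted), 10 without a minimum of reads (5 higher, 5 lower), 3 with only the condition and its mock, and 2 in the 6 libraries without the block. They gave 3 with technical replicate 3 summed into replicate 1, 3 with it summed into replicate 2, 3 with it as a replicate of its own, and 2 with only reads identical to the representative. With other sequences added edgeR gave 0 (3412 unadjusted of 17718), and with the read-length limit as a covariate 18 (12 higher, 6 lower). With Table 1 read blocks only it gave 1, which was miR319b.2 and not MIR8183. Leaving out each replicate in turn gave 0 to 6. The call of MIR8183 was lost without mock 14 hpi replicate 1 or replicate 2, where the remaining mock library was assumed to vary like the other groups.

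For EV at 6 hpi edgeR gave 0 without TMM scaling (36 unadjusted), 0 with technical replicate 3 summed into replicate 2 (32 unadjusted), 0 with it as a replicate of its own (40 unadjusted), 0 with only identical reads (35 unadjusted) and 0 with Table 1 read blocks only (5 unadjusted). With other sequences added it gave 383 (38 higher, 345 lower), in a comparison where the library batch and EV cannot be told apart. Leaving out each replicate gave 0 to 4. The calls were lost without either library of hrcC at 14 hpi or mock at 14 hpi, and without mock 6 hpi replicate 2. For EV at 14 hpi edgeR gave 3 without a minimum of reads (2 higher, 1 lower), and 0 to 2 when replicates were left out, with 12 to 32 unadjusted. The 2 were MIR156g and MIR158b, chosen after their values were seen, without avrRpt2 14 hpi replicate 1 or replicate 2. The remaining comparisons stayed at 0 when replicates were left out, with 4 to 21 unadjusted for hrcC at 14 hpi, 8 to 15 for avrRpt2 at 6 hpi and 4 to 26 for hrcC at 6 hpi. The cause of these changes was not tested.

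Replicate numbers pair the libraries. With the replicate block in the 6 libraries at 14 hpi, edgeR called 18 of 207 small RNAs in avrRpt2 (11 higher, 7 lower), miR319b.2 and miR841.1* of Table 1 among them. In hrcC it called 0, with 22 under an unadjusted 0.05. The block changed no other call in the comparisons where it could be fitted. The 4 others have a condition with 1 library, where no pair exists. The common dispersion was 0.266 with the block and 0.239 with the read-length limit as a covariate of all 12 libraries, against 0.376 in the fit without either. Since the number also marks the read-length limit, the 2 cannot be told apart in these libraries.

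The fold changes of 7 small RNAs were followed through the alternatives, and all kept their direction except that of miR447a.3 in avrRpt2 at 14 hpi. It was -0.24 on the log2 scale, 0.0386 with technical replicate 3 summed into replicate 2, and -4.03 to 0.40 when replicates were left out. MIR8183 stayed past the threshold in 16 of 20 alternatives (log2 fold change 5.33 to 6.07 in these, and 5.28 to 7.75 over all) and each MIR2933 hairpin in 6 of 17. For miR319b.2 the change lay between -3.43 and -1.84 in 21 alternatives and passed in 4. Those of miR822.1 and miR822.3* passed in none. For the differences between time points, the covariate raised the number from 1 to 5 in avrRpt2 and from 0 (10 unadjusted by edgeR) to 2 in EV.

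TMM scaling moved the centre of the fold changes. The median log2 fold change with and without it was 0.22 and -0.40 for avrRpt2 at 14 hpi, 0.35 and 0.80 for EV at 14 hpi, and 0 and 1.15 for EV at 6 hpi. The spread between libraries limits what can be called, whereas the effect of depth was not tested. At the same depths and a dispersion of 0.05, 20 of 20 simulated 4-fold changes were recovered for avrRpt2 and 19 of 20 for EV at 14 hpi. At 0.376, the dispersion of the fit without block or covariate, 0 of 20 were recovered in either comparison. A small RNA that was not called in that fit can therefore have changed 4-fold. Recovery at the lower dispersions of the fits with the block or the covariate was not simulated.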

Differences from the paper's values

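Of the 70 read counts of Table 1, 38 differ from the deposited reads by more than 1.5 times. Over all 70 the deposited count was lower in 68 and higher in 1, and the paper's count divided by it had a median of 1.63, with a range from 0.864 to 7.16.

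For MIR159a the paper gives 36 reads for miR159a.2-5p, 6 for miR159a.3 and 9 for miR159a.2-3p, against 15, 1 and 5 in the deposited files. For miR159b.2 the paper gives 36, against 15. For MIR168a the paper gives 266020 for miR168a.1 and 10 for miR168a.2, against 108152 and 6.

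In the MIR169 family the paper gives 4444 for miR169b.1, 8 for miR169b.1* and 5779 for miR169f.1, against 1501, 5 and 1423. For MIR169i the paper gives 32 for miR169i.2-5p, 44477 for miR169i.1 and 360 for miR169i.1*, against 11, 6476 and 100. For MIR169j the paper gives 44458 for miR169j.1, 9 for miR169j.1* and 224 for miR169j.2, against 6469, 3 and 63. For MIR169l the paper gives 44392 for miR169l.1, 9 for miR169l.1* and 366 for miR169l.2, against 6459, 3 and 162. For MIR169m the paper gives 32 for miR169m.2, 39650 for miR169m.1 and 361 for miR169m.1*, against 11, 5537 and 100. For MIR169n the paper gives 10 for miR169n.2*, 44458 for miR169n.1, 9 for miR169n.1* and 366 for miR169n.2, against 6, 6469, 3 and 162.

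For the MIR319 hairpins the paper gives 8 for miR319a.2, 27 for miR319a.1 and 30 for miR319b.1, against 4, 11 and 13. For MIR447a the paper gives 198 for miR447a.1, 94 for miR447a.2-3p and 96 for miR447a.3, against 84, 39 and 42. For MIR447b the paper gives 8 for miR447b.1*, 198 for miR447b.1, 94 for miR447b.2 and 96 for miR447b.3, against 4, 84, 39 and 42. The paper gives 6 for miR822.2*, 149 for miR822.3* and 8 for miR841.2, against 1, 98 and 5.

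The alternatives set before the data were examined could not close any of these 38 gaps. Each can only lower a count that already lies below the paper's. These alternatives were only identical reads (61 counts then differ), reads up to 1 nt beyond either end (43), shared reads divided by the number of precursors (41) and leaving out technical replicate 3 (41). Among alternatives chosen after seeing the values, reads of at least 19 nt, which also can only lower counts, gave 41. Counting reads once per genome locus, chosen after seeing the values, brought 29 of the 38 within 1.5 times and left 12 that differ. It added 3 that had not differed: miR159a.1 with 10403 against the paper's 6587, miR159b.1 with 7418 against 2481, and miR841.1* with 6118 against 3904. It drops none of the miRNA-like RNAs that reach 5 reads.

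The paper's totals of reads are higher than those of the deposited files. Of 617 distinct reads that Additional file 2 lists on its 18 precursors, 529 are found in the deposited files, and the longest listed has 30 nt where the files stop at 28. It was not established that the files hold all the reads that the paper counted, which limits every count given here against one of the paper. Its matching reads and sequences are those that match the genome or cDNA sequences, whereas those counted here match the genome alone. For mock at 6 hpi the paper gives 6144892 reads, 3659110 that match and 2585154 distinct sequences, against 3248896, 2187368 and 1028310. For mock at 14 hpi the paper gives 4720784, 2393531 and 2366902, against 2511982, 1529758 and 930591. For hrcC at 14 hpi the paper gives 4543376, 2366759 and 2251203, against 2191917, 1348119 and 776352. For avrRpt2 at 14 hpi the paper gives 5409472, 3055779 and 2538266, against 2999566, 1961880 and 1010218. Distinct sequences that match, on the same bases, number 505409 for mock at 14 hpi and 431560 for hrcC at 14 hpi in the paper, against 329009 and 253585. Over all conditions the paper gives 24649069 reads, 13985938 that match and 11010904 distinct sequences, against 13900607, 9080026 and 4717433 (distinct sequences added over 8 conditions). Leaving out technical replicate 3, set before the data were examined, can only widen these gaps and so could not close them. It gave 2294610 reads and 1534003 that match for avrRpt2 at 14 hpi, and 13195651 and 8652149 over all conditions.

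The paper states that 12.6% of known miRNAs start with A, against 24.1% of the mature sequences annotated in TAIR10.1. That annotation is a longer list than the paper's. Among its mature sequences with an identical deposited read, chosen after seeing the values, 23.8% start with A, and no alternative was set before the data were examined.

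The paper states that each listed miRNA-like RNA reaches the minimum of reads. In the deposited files 32 of 35 do, and miR159a.3, miR319a.2 and miR822.2* do not. Counting reads once per genome locus, chosen after seeing the values, left the number at 32. The paper places the miRNA-like RNAs of MIR169j, MIR169l and MIR169n toward the base. Here miR169j.2, miR169l.2 and miR169n.2 lie opposite the cognate miRNA, while miR169n.2* lies at the base. The paper states that miR839.2 and miR839.3 are more abundant than miR839.1. Their sums of 7 and 10 reads are above its 5, as the paper states, with counting intervals that include equal numbers. In the paper's Table 1 miR447a.2-5p has fewer reads than miR447a.1 (106 and 198), whereas the deposited files give 91 and 84. Counted once per genome locus, chosen after seeing the values, they are 93 and 169, in the paper's order. With shared reads divided by the number of precursors they are 90.3 and 42, in the other order.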

Other observations

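All tests in this part were chosen only after the results were seen.

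The counts of Table 1 rise above the deposited reads with the number of genome loci of a read. For 100 reads with at least 20 deposited copies that Additional file 2 also lists, the paper's count divided by the deposited count had a median of 1.16 for 56 reads with 1 locus. It was 2.27 for 32 reads with 2 loci, 3.53 for 3 reads with 3, 4.61 for 4 reads with 4 and 7.42 for 5 reads with 7. Spearman's rho between the ratio and the number of loci was 0.768 across reads, which are not independent replicates. Of the 44 reads with several loci, 30 had a ratio above every read with 1 locus, which is consistent with reads having been counted once per genome locus. Divided by the number of loci, 29 of the 44 fell within the range of reads with 1 locus. The remainder, above 1 for most reads, was not explained, and no biological explanation was tested.

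The 4 libraries of the conditions with 1 library (hrcC, EV and avrRpt2 at 6 hpi, and EV at 14 hpi) may form a batch of their own. Among 2055 genome-matching sequences of at most 25 nt with at least 300 reads, 41 were at least 10-fold lower in each of these libraries than in each of the 9 others. Over the 715 splits of 4 against 9 libraries, the next highest split gave 2 such sequences, mock against the others gave 0, and splits with any such sequence numbered 2, so chance differences between libraries are argued against. For example, TGGGGCGTAGCCAAGCGGTAAGG, chosen after its values were seen, had 3 to 39 reads in the 4 libraries and 3688 to 10453 in the 9. This batch holds EV at both time points and the bacterial conditions at 6 hpi whole, so in comparisons of these conditions with mock the batch and the condition cannot be told apart.

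The library labelled technical replicate 3 may come from the material of avrRpt2 14 hpi replicate 2. Over 1905 sequences the chi-square per degree of freedom between these libraries was 2.31, against 153 between technical replicate 3 and replicate 1, and 156 between replicates 1 and 2. A shared read-length limit is argued against as the reason, because the other 9 pairs with reads up to 28 nt had at least 33.2. Replicates of mock at 6 hpi, mock at 14 hpi and hrcC at 14 hpi differed with 48.7, 70.9 and 84.8, far above counting noise. No biological explanation was tested.

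Reads of miR159 and MIR393a were higher in mock at 6 hpi and avrRpt2 at 14 hpi than in each of the 8 other libraries. MIR159c and MIR393a were chosen after their values were seen. In RPM of genome-matching reads, miR159a.1 was at 1072 to 1147 in mock at 6 hpi, 851 to 979 in avrRpt2 at 14 hpi and 197 to 435 in the 8 other libraries. MIR159c was at 536 to 571, 258 to 325 and 25.4 to 224, and MIR393a at 150 to 162, 62.0 to 97.7 and 12.8 to 60.5. The levels of MIR159c and MIR393a in avrRpt2 lay below those in mock at 6 hpi, and the gap of MIR393a to the other libraries was small. The reads of miR159a.1, miR159b.1 and MIR159c overlap in part, so they are not separate observations. The read-length limit is argued against, since the 4 libraries hold both limits and the lowest value was 851. A test for exchanged labels of both conditions was run and dropped, since an exchange would leave the pattern as it is. Other labelling errors were not tested, and a biological cause that both conditions share stays open, also untested.

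RNA of the inoculated bacteria was sought among sequences outside the reference. Of 2271 such sequences with at least 100 reads, 25 had at most 2 reads in the 4 mock libraries together and a read in at least 6 others. Among genome-matching sequences 5 of 7386 met the same criterion. Of the 715 sets of 4 libraries, 83 gave as many sequences or more, the mock set included, and the highest, the set of the 4 single-library conditions, gave 268. Bacterial RNA could be present, but these values do not single out the mock libraries. No bacterial genome was used here.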
